# Mitochondrial GpC and CpG DNA Hypermethylation Cause Metabolic Stress-Induced Mitophagy and Cholestophagy

**DOI:** 10.3390/ijms242216412

**Published:** 2023-11-16

**Authors:** Claudia Theys, Joe Ibrahim, Ligia Mateiu, Archibold Mposhi, Laura García-Pupo, Tim De Pooter, Peter De Rijk, Mojca Strazisar, İkbal Agah İnce, Iuliana Vintea, Marianne G. Rots, Wim Vanden Berghe

**Keywords:** mitochondrial epigenetics, MASLD, lipid metabolism, bile acid metabolism, cholestasis, autophagy

## Abstract

Metabolic dysfunction-associated steatotic liver disease (MASLD) is characterized by a constant accumulation of lipids in the liver. This hepatic lipotoxicity is associated with a dysregulation of the first step in lipid catabolism, known as beta oxidation, which occurs in the mitochondrial matrix. Eventually, this dysregulation will lead to mitochondrial dysfunction. To evaluate the possible involvement of mitochondrial DNA methylation in this lipid metabolic dysfunction, we investigated the functional metabolic effects of mitochondrial overexpression of CpG (MSssI) and GpC (MCviPI) DNA methyltransferases in relation to gene expression and (mito)epigenetic signatures. Overall, the results show that mitochondrial GpC and, to a lesser extent, CpG methylation increase bile acid metabolic gene expression, inducing the onset of cholestasis through mito-nuclear epigenetic reprogramming. Moreover, both increase the expression of metabolic nuclear receptors and thereby induce basal overactivation of mitochondrial respiration. The latter promotes mitochondrial swelling, favoring lipid accumulation and metabolic-stress-induced mitophagy and autophagy stress responses. In conclusion, both mitochondrial GpC and CpG methylation create a metabolically challenging environment that induces mitochondrial dysfunction, which may contribute to the progression of MASLD.

## 1. Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD) is a growing epidemic, which mirrors the increased trend of obesity in Western diet-consuming countries. It has an estimated prevalence of 20–30% in Europe and is the most common cause of chronic liver disease worldwide [1,2]. MASLD consists of a spectrum of liver disorders ranging from simple steatosis to metabolic dysfunction-associated steatohepatitis (MASH), which predisposes patients to further fibrosis, cirrhosis, and hepatocarcinoma, as well as extrahepatic diseases, especially cardiovascular diseases [3,4]. Despite the increasing prevalence, there is still no FDA-approved treatment for MASLD. A change in lifestyle, including a restricted diet and an increase in exercise, is currently the only approved therapy. However, this treatment is difficult to maintain, which causes relapse in a lot of patients [5,6]. Therefore, a lot of research has been focused on the identification of new therapeutic targets.

There are several risk factors for the development of MASLD, including the environment, genetics, and epigenetics. It is known that environmental factors, including diet and pollutants, are related to an increased risk of the development of MASLD [7]. In addition, different mutants have been associated with an increased risk for MASLD development, with mutations in the *PNPLA3* gene being one of the main genetic risk factors [7,8]. However, neither environmental factors nor genetic factors alone can give a satisfactory explanation for the high prevalence of MASLD. Therefore, researchers are now also searching for epigenetic factors contributing to the development and progression of MASLD. Interestingly, epigenetic modifications are both related to environmental exposures and genetic predispositions. These modifications include DNA methylation, histone modifications, and miRNAs [9], although most of the epigenetic studies in MASLD patients have mainly focused on DNA methylation, revealing MASLD stage-dependent signatures [10,11,12,13,14,15,16,17]. Besides nuclear DNA methylation patterns, MASLD-specific methylation changes have recently also been reported in mitochondrial DNA [18,19,20,21].

Mitochondria are critically involved in MASLD progression because fatty acid beta oxidation takes place in the mitochondrial matrix, which is part of lipid catabolism [22]. Hence, in the steatosis stage, hepatocytes try to overcome excess lipid accumulation by increasing beta oxidation in the mitochondria. This mitochondrial hyperactivation can result in oxidative mitochondrial damage and eventually a complete metabolic shutdown due to mitochondrial dysfunction. The latter is closely linked to MASH, showing less active mitochondria and more mitochondrial stress, which is a contributing factor to other complications including inflammation and fibrosis [23,24]. Whether epigenetic modifications are able to fine-tune mitochondrial metabolic respiratory functions following lipid-induced stress has not yet been functionally addressed. Interestingly, DNA methyltransferase 1 (DNMT1) can translocate into the mitochondria and thereby contribute to the hypermethylation of the mtDNA during MASLD progression because MASH patients show an increased expression of DNMT1 [25,26]. Indeed, Pirola et al. and Mposhi et al. showed that MASH patients have increased methylation of the *ND6* region of the mitochondrial DNA, which resulted in a downregulation of ND6 expression [21,26]. Mposhi et al. further functionally confirmed these findings by bisulfite pyrosequencing, qPCR, and nanopore-episequencing approaches in a mouse model and in transgenic steatosis HepG2 cell models with mitochondrial overexpression of CpG (MSssI) or GpC (MCviPI)-specific DNA methyltransferases, which similarly revealed evidence for MASH-specific lipid metabolic changes in gene expression [21]. Following up on these observations, we here applied a systems biology approach to further address the functional contribution of mitochondrial DNA methylation in metabolic dysfunctions during MASLD-associated lipid accumulation stress. More particularly, to resolve mito-nuclear epigenetic crosstalk associated with mitochondrial DNA methylation and functional mitochondrial changes in morphology, respiratory activity, and metabolic competence, we performed an in-depth integrative genome-wide transcriptome-epigenome analysis.

## 2. Results

### 2.1. Overexpression of Mitochondrial Targeted DNMTs Promotes GpC and CpG mtDNA Hypermethylation

Mitochondria play a crucial role in lipid catabolism because beta oxidation is regulated in the mitochondrial matrix [22]. Thus, it is not surprising that mitochondrial dysfunction is involved in lipid metabolic disorders such as MASLD. Mposhi et al. and Pirola et al. reported that the mitochondrial *ND6* region, an essential component of Complex I of the OXPHOS cycle, is hypermethylated and downregulated in cell lines overexpressing a mitochondrial targeted CpG-specific DNMT (MSssI) or a GpC-specific DNMT (MCviPI) and MASH patients compared to patients with steatosis [21,26]. To further dissect how mitochondrial DNA methylation promotes the onset and progression of MASLD in the latter in vitro steatosis model with mitochondrial CpG and GpC DNA methyltransferases, we combined genome-wide transcriptomic-epigenomic systems biology approaches with functional mitochondrial assays to compare morphology, respiratory activity, and metabolic competence in the different setups. First, changes in mitochondrial CpG and GpC DNA methylation levels were confirmed by Nanopore episequencing in the MCviPI and MSssI DNMT overexpressing HepG2 cell lines, showing specifically increased CpG and GpC mtDNA methylation versus low baseline mtDNA methylation levels in the mock transfected MCviPI DNMT mutant and un-transfected (WT) HepG2 cell lines, as observed earlier by Mposhi et al. [21] (Figure 1). Generally, there was a coverage of 60–80× of the mitochondrial DNA, which is sufficient for qualitative and quantitative mapping of mitochondrial methylation changes. The untransfected naive HepG2 cell line (WT), which lacks DNMT overexpression, and the HepG2 cell line, which overexpresses a MCviPI-deficient DNMT (MCviPI mutant), were both used as baseline reference mtDNA methylation control cell lines (mean methylation frequency ± SD: WT—CpG Me 0.040 ± 0.04 or 4.0 ± 0.4%, MCviPI mutant CpG Me 0.041 ± 0.04 or 4.1 ± 0.4%; WT GpC Me 0.019 ± 0.02 or 1.9 ± 0.2%, MCviPI mutant GpC 0.021 ± 0.02 or 2.1 ± 0.2%). This reveals that baseline CpG methylation is slightly more abundant than GpC mtDNA methylation in both cell lines. 

The MSssI cell line, which overexpresses a CpG-specific bacterial DNMT MSssI, shows an increased overall CpG methylation of 20%, which is a clear increase compared to the untransfected (WT) and MCviPI mutant cell lines (Figure 1A). Moreover, the MSssI cell line shows almost no GpC methylation, indicating that the MSssI DNMT induces predominantly CpG methylation (Figure 1B). The MCviPI cell line overexpressing the viral GpC DNMT MCviPI shows an increased global GpC methylation of 20%, which is a clear increase compared to the control WT and MCviPI mutant cell lines (Figure 1B). Interestingly, the MCviPI cell line also reveals a global 10% increase in CpG methylation, which is not present in the MCviPI mutant cell line (Figure 1A). This suggests that the MCviPI GpC-inducing DNMT also elicits partial CpG methylation in the mitochondrial genome. As such, the MCviPI mutant overexpressing cell line acts as a robust negative control for both CpG and GpC mtDNA methylation. Since the amount of CpG methylation in the MCviPI cell line is only half the methylation increase in the MSssI cell line, there is a clear difference in mitochondrial methylation patterns between the MSssI and MCviPI cell lines, allowing us to compare the relative contribution of CpG and GpC methylation to mitochondrial regulatory functions.

### 2.2. MtDNA GpC Hypermethylation Promotes Specific Changes in Bile Acid Metabolic Gene Expression

Since there is a clear increase in mitochondrial CpG and GpC mtDNA methylation in both overexpressing cell lines (MSssI and MCviPI) as compared to the MCviPI mutant cell line, we next evaluated whether this differential mtDNA methylation also affects cellular (metabolic) gene expression. 

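RNA sequencing was performed on HepG2 cells, an established human hepatoma cell line used as a model of hepatocytes, that overexpress the GpC DNMT MCviPI, the CpG DNMT MSssI or the catalytically inactive MCviPI mutant in the mitochondria. Each cell line was left untreated or was treated for 24 h with 1 mM of free fatty acids (FFA), and 23 libraries were analysed here, with 4 replicates per cell line and treatment except for the untreated MCviPI mutant, which has 3 (replicates 1, 2 and 4). The labels of untreated MSssI replicate 1 conflict, since its title gives the untreated MSssI cell line whereas its genotype and treatment entries give the MCviPI mutant and FFA, and the library was assigned by its title and by the paper's 4 replicates for that group. According to the paper, poly-A RNA was sequenced paired-end and aligned with STAR to the human genome build GRCh38. The authors deposited the number of reads counted on each of 61852 Ensembl genes, without normalization. The counting tool, the gene annotation and the strand used for counting are not named in the paper's text, and the sample records describe the libraries as non-directional, so that counts of genes overlapping on opposite strands cannot be separated and reads of near-identical paralogs could have been split between them. The total count per library in M (mega) had a median of 33.4 M (27.0 to 34.0 M) in the untreated and 34.0 M (28.9 to 61.1 M) in the FFA-treated MCviPI mutant, 49.3 M (31.4 to 97.7 M) and 34.8 M (30.4 to 55.6 M) in the MSssI cell line, and 34.2 M (29.6 to 42.3 M) and 28.2 M (26.1 to 41.1 M) in the MCviPI cell line. For differential expression the paper names DESeq2 and the Omics Playground platform, and its text gives no threshold for a DEG. Here, the counts were scaled with edgeR's TMM method (factors from 0.971 to 1.03) and fitted in one model over the 6 groups for the 18044 genes that passed edgeR's expression filter. A gene was called a DEG when the adjusted p of the quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05. The genes printed in the heatmaps of Figures 2, 3, 4, 5 and 9 were tested as lists with limma's camera on log2 CPM, the counts-per-million on a log2 scale, with a preset correlation between genes of 0.01. The study chose these genes on the same samples, so that list tests and counts within the lists describe these samples and are not independent evidence. Replicates of 1 group differed by more than counting noise, with a median ratio of the chi-square to its expected value across 8376 expressed genes from 2.38, between replicates 1 and 2 of the untreated MCviPI mutant, to 21.3, between its replicates 1 and 4. Untreated MCviPI mutant replicate 4 deviated most from the other replicates of its group, with an SD of 0.223 on the log2 scale against at most 0.141 for any other library, and its deviation rose with the GC content of the genes (r = 0.786 across genes, which are not independent replicates). A fit with the GC trend of each library removed was therefore added after the data had been seen.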

Since MCviPI mutant overexpressing and WT cells showed similar background CpG and GpC methylation levels (see Figure 1), in further experiments, we only included the MCviPI mutant overexpressing cell line as a reference (negative control) cell line. As such, all three cell lines received similar transfection-selection conditions. Mitochondrial localization of the overexpressed MSssI and MCviPI DNMTs in the HepG2 cells was confirmed by immunofluorescence microscopy, as previously shown in HCT116 and C33A cells [27] (Supplementary Figure S1). Moreover, in line with earlier observations of Van Der Wijst et al. [27], we did not detect major gene expression changes in selective mitochondrially encoded genes (Supplementary Figure S2). However, RNA sequencing identified 43 and 650 uniquely differentially expressed nuclear genes (DEG) upon mitochondrial CpG or GpC methylation, respectively, without further treatment with FFAs (Supplementary Figure S3). 

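Against the MCviPI mutant and without FFA, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 158 genes in the MSssI cell line (63 higher and 95 lower) and 1059 genes in the MCviPI cell line (546 higher and 513 lower). Of these, 2 and 11 genes are encoded by the mitochondrial genome. Among the nuclear genes, 67 were called in the MSssI cell line alone and 959 in the MCviPI cell line alone. The changes were small, with a median absolute log2 fold change of 0.31 among the DEG of the MSssI cell line and 0.29 among those of the MCviPI cell line. A change of at least 1.5-fold was reached by 25 and 221 genes. A call in one cell line alone does not show a difference between the cell lines. In the direct comparison of MCviPI with MSssI, 695 genes were called, 468 of them higher and 227 lower in MCviPI, and these include 354 of the 959 genes called in MCviPI alone. Of those 959 genes, 857 changed in the same direction in the MSssI cell line. Both comparisons use the same control libraries, which favours the same direction, and the number expected without a difference was not simulated for these genes. Requiring an absolute log2 fold change of at least 1 moved the counts most, to 2 DEG for MSssI and 55 for MCviPI with DESeq2 and to 4 and 91 with edgeR. Apart from the threshold, fitting only the groups compared moved them most, to 33 and 383 DEG, and DESeq2 in place of edgeR gave 306 for MSssI. Leaving out 1 library also moved the smaller counts. Without untreated MSssI replicate 2, 85 genes were called in the MSssI cell line and 33 nuclear genes in that cell line alone, and without untreated MCviPI mutant replicate 1, 257 genes were called in the MSssI cell line. The count between MCviPI and MSssI fell to 448 without untreated MSssI replicate 2, to 401 without MSssI replicate 4 and to 447 without MCviPI replicate 2. It moved the other way, well above 695, with only the groups compared and after the GC correction chosen after seeing the data. The count in the MCviPI cell line stayed between 736 and 1493 when each library was left out in turn.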

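In untreated cells, 89 nuclear genes were called against the MCviPI mutant in both the MSssI and the MCviPI cell line (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Of these, 87 changed in the same direction in both cell lines, 37 higher and 50 lower, and 60 changed more in MCviPI than in MSssI, although the direct comparison of the cell lines called only 19 of them. With FFA, 84 of the 89 genes kept this direction in both cell lines, and 57 of these were called in both. *CES1* (ENSG00000198848.13, a carboxylesterase gene on chromosome 16 of GRCh38 from 55802851 to 55833337, with closely related paralogs that could share its reads) had a log2 fold change of 0.50 in MSssI (standard error 0.04, adjusted p = 2.1e-09) and of 0.78 in MCviPI (standard error 0.04, adjusted p = 3.1e-15, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HPX*, which encodes hemopexin (chromosome 11, 6431049 to 6442617), rose by 0.48 and 0.71 on the log2 scale (standard error 0.09 for both, adjusted p = 0.0016 and 9.3e-07 from the same edgeR test). The fatty acid desaturase gene *FADS2* (chromosome 11, 61792980 to 61867354) fell by 0.22 and 0.41 on the log2 scale (standard error 0.05 for both, adjusted p = 0.017 and 9.0e-07 from edgeR). The MSssI calls of *HPX* and *FADS2* were lost with only the groups compared (edgeR adjusted p = 0.056 and 0.15), and that of *FADS2* also without untreated MCviPI mutant replicate 4 (0.14) and without untreated MSssI replicates 1 (0.054), 2 (0.055) or 4 (0.066). Both comparisons use the same 3 control libraries, so that their chance deviations are shared. In a fit of the 3 untreated groups, the log2 fold changes of the cell lines correlated across genes, which are not independent replicates, with r = 0.647, whereas 20 simulations of groups without any difference gave a mean r of 0.625 (0.611 to 0.635). Of the genes at an unadjusted p under 0.05 in both comparisons, 97.5% changed in the same direction, against 99.9% in the simulations. The same fit called 50 genes in both cell lines, and the simulations at most 1. The number of common DEG was 167 without untreated MCviPI mutant replicate 1, 58 without untreated MSssI replicate 1 and 51 without untreated MSssI replicate 2. The functional classes of the common genes were not analysed here.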

The Venn diagram identifies 58 common genes, primarily involved in metabolic processes, that are differentially expressed in both the MSssI (CpG) and MCviPI (GpC) DNMT-overexpressing cell lines (Supplementary Figure S3, Supplementary Table S2). 

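Between FFA-treated and untreated cells, 1208 genes differed in the MCviPI mutant (465 higher and 743 lower) and 2147 in the MSssI cell line (987 higher and 1160 lower). In the MCviPI cell line 1989 genes differed (829 higher and 1160 lower, all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). According to the paper, the FFA medium was serum-free with albumin and FFA from isopropanol stocks, whereas the cells were cultured with serum. Its text names no vehicle control for the untreated cells. Effects of FFA, of serum withdrawal and of the vehicle can therefore not be told apart here. With upper quartile scaling in place of TMM the share of higher genes grew, to 1308 of 2273 genes in MSssI and 1109 of 1978 in MCviPI (57.5% against 46.0%, and 56.1% against 41.7%). The alternative that moved the count of the MCviPI mutant most, apart from stricter thresholds, was fitting only the groups compared, with 438 genes. A set of 632 genes was called in all 3 cell lines, and all of them changed in the same direction, 228 higher and 404 lower. The 26 genes of cluster S1, among them the lipid genes *CREB3L3*, *PLIN2* and *CPT1A*, were all called higher in each cell line, with median log2 fold changes of 1.53 in the MCviPI mutant, 1.51 in MSssI and 1.50 in MCviPI (camera adjusted p = 4.6e-61, 3.5e-57 and 1.2e-54, and at most 6.9e-06 with the correlation between genes estimated from the data). *CPT1A* (chromosome 11 of GRCh38, 68754620 to 68844410), the carnitine palmitoyltransferase of the outer mitochondrial membrane, rose by 1.52 on the log2 scale in the MCviPI mutant, 1.51 in MSssI and 1.55 in MCviPI (standard errors 0.06, 0.05 and 0.06, adjusted p = 2.1e-18, 6.5e-20 and 3.8e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the lipid droplet gene *PLIN2* (chromosome 9, 19108375 to 19149290) by 1.64, 1.64 and 1.79. Of the 10 genes of cluster S2, which include *EGR1*, *FOS*, *FOSB*, *DUSP1* and *NR4A1*, 10, 9 and 9 were called lower, and 10, 10 and 10 when adjusted over the list alone, with median log2 fold changes of −1.06, −0.87 and −0.97 (camera adjusted p = 1.2e-16, 8.6e-14 and 9.1e-17). *FOS* had log2 fold changes of −1.58, −1.25 and −2.19 with standard errors of 0.28, 0.26 and 0.31, and that of the MCviPI mutant was −1.03 without untreated replicate 4. A separate list of 24 cholesterol synthesis genes, not taken from the paper's figures, had median log2 fold changes of −0.23, −0.22 and −0.28, with 18, 19 and 22 genes called lower (20, 20 and 23 when adjusted over the list alone; camera adjusted p = 1.6e-20, 7.8e-19 and 6.7e-23). Whether the FFA response differs between cell lines was tested as an interaction. Against the MCviPI mutant it called 0 genes for MSssI (2037 at an unadjusted p under 0.05) and 0 for MCviPI (837 at an unadjusted p under 0.05). With every gene of at least 1 count tested it called 142 genes for MSssI and 23 for MCviPI, and with DESeq2 2 and 0. For MSssI it called 5 genes without untreated MCviPI mutant replicate 1, 9 without its replicate 2 and 2 without FFA-treated MCviPI mutant replicate 4, and for MCviPI it called 4 without untreated MCviPI mutant replicate 2. Across the 8376 genes with a mean log2 CPM above 4, the FFA responses of the MCviPI mutant correlated with those of MSssI with r = 0.60 and with those of MCviPI with r = 0.80, and those of MSssI and MCviPI with r = 0.73. These comparisons share no library, and genes are not independent replicates.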

Next, integrated Bigomics^TM^-based pathway enrichment analysis of the DEG revealed that FFA treatment induces a similar upregulation of fatty acid metabolism (gene cluster S1) and downregulation of genes involved in TNF/mTORC signaling and cholesterol homeostasis (gene cluster S2) in all three cell lines, irrespective of the mtDNA methylation status (Figure 2A,B). 

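Cluster S3 of Figure 2A holds *NR5A2*, *PCSK5*, *GSTA1*, *GSTA2*, *CYP4F2*, *HHIPL2*, *COL2A1*, *PRAME*, *SLC22A7* and *GALNT16*. In untreated cells all 10 genes were called higher in MCviPI than in the MCviPI mutant (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes), with a median log2 fold change of 1.27 (camera adjusted p = 1.8e-30). In MSssI the median was 0.34 and 3 of the 10 genes were called higher, or 6 when adjusted over the list alone (camera adjusted p = 1.2e-08). All 10 genes were also called higher in MCviPI than in MSssI directly, with a median log2 fold change of 0.83 (camera adjusted p = 3.2e-29). The alternative that moved these list tests most was the correlation estimated from the data, with adjusted p of 1.1e-06 for MCviPI, 0.0021 for MSssI and 1.5e-06 between them, and over the alternatives the values ranged from 3.6e-45 to 1.1e-06, from 1.3e-10 to 0.0021 and from 2.1e-41 to 1.5e-06. With FFA the median in MCviPI was 1.42 and all 10 genes were called. The glutathione S-transferase gene *GSTA1* (ENSG00000243955.6, chromosome 6 of GRCh38, 52791371 to 52803860, minus strand) was expressed at 4.35 ± 0.500 CPM in the untreated MCviPI mutant (SD, n = 3), 7.58 ± 0.821 CPM in MSssI (n = 4) and 13.2 ± 1.12 CPM in MCviPI (n = 4). The log2 fold change against the MCviPI mutant was 1.61 in MCviPI (standard error 0.10, edgeR adjusted p = 1.1e-13) and 0.80 in MSssI (standard error 0.10, adjusted p = 9.0e-06), and MCviPI exceeded MSssI by 0.81 (adjusted p = 1.1e-08). Its neighbouring paralog *GSTA2* (ENSG00000244067.3, chromosome 6, 52750087 to 52763475) was at 4.34 ± 0.351, 8.16 ± 1.21 and 12.3 ± 0.322 CPM, a log2 fold change of 1.51 in MCviPI (standard error 0.11, edgeR adjusted p = 2.1e-11) and of 0.89 in MSssI (standard error 0.11, adjusted p = 1.2e-05). The authors' counting could have split reads between these near-identical genes, so that their separate values are uncertain. The nuclear receptor gene *NR5A2* (ENSG00000116833.14, chromosome 1, 200027614 to 200177420) was at 2.90 ± 0.399, 3.55 ± 0.353 and 8.30 ± 0.338 CPM. It rose by 1.53 on the log2 scale in MCviPI (standard error 0.11, edgeR adjusted p = 1.3e-11), whereas the rise of 0.28 in MSssI was not called (standard error 0.12, adjusted p = 0.33), and the difference between MCviPI and MSssI was 1.25 (adjusted p = 6.4e-11). The organic anion transporter gene *SLC22A7* (ENSG00000137204.15, chromosome 6, 43295694 to 43305538) was at 3.99 ± 0.585, 5.60 ± 1.09 and 9.28 ± 1.12 CPM. Its log2 fold change was 1.22 in MCviPI (standard error 0.14, edgeR adjusted p = 3.0e-07) and 0.46 in MSssI (standard error 0.14, adjusted p = 0.13), and MCviPI exceeded MSssI by 0.76 (adjusted p = 4.6e-05). In MSssI the gene was called without untreated MSssI replicate 4 (0.62, edgeR adjusted p = 0.011) with every gene of at least 1 count tested (adjusted p = 0.0081) and, in fits chosen after seeing the data, with the GC correction and the replicate numbers of these groups as a block together (0.049), with adjusted p from 0.0081 to 0.40 over the alternatives. With each library left out in turn, the log2 fold change in MCviPI stayed between 1.53 and 1.69 for *GSTA1*, 1.45 and 1.56 for *GSTA2*, 1.47 and 1.64 for *NR5A2*, and 1.11 and 1.33 for *SLC22A7*. A broader list of bile acid synthesis and transport genes, not taken from the figures, moved less. Of its 32 genes 27 were tested, and in MCviPI 5 were called higher and 1 lower, or 9 and 2 when adjusted over the list alone, with a median log2 fold change of 0.12 (camera adjusted p = 5.2e-04, and 0.013 with the estimated correlation). In MSssI 2 were called higher and 1 lower, or 5 and 3 when adjusted over the list alone (camera adjusted p = 0.12, and 0.035 with fry, which alone among the alternatives passed 0.05, in a range from 0.035 to 0.49). The mean deviation of the 27 genes was −0.15 ± 0.04 (SD, n = 3) on the log2 scale in the untreated MCviPI mutant, −0.0067 ± 0.062 (n = 4) in MSssI and −0.0089 ± 0.039 (n = 4) in MCviPI, so that the means of MSssI and MCviPI lay within each other's spread. In the direct comparison 5 of the genes were called higher in MCviPI than in MSssI (7 when adjusted over the list alone), 18 of the 27 were above 0 and the median was 0.04 (camera adjusted p = 0.0040, and from 7.1e-05 to 0.032 over the alternatives).

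**Figure D1:**
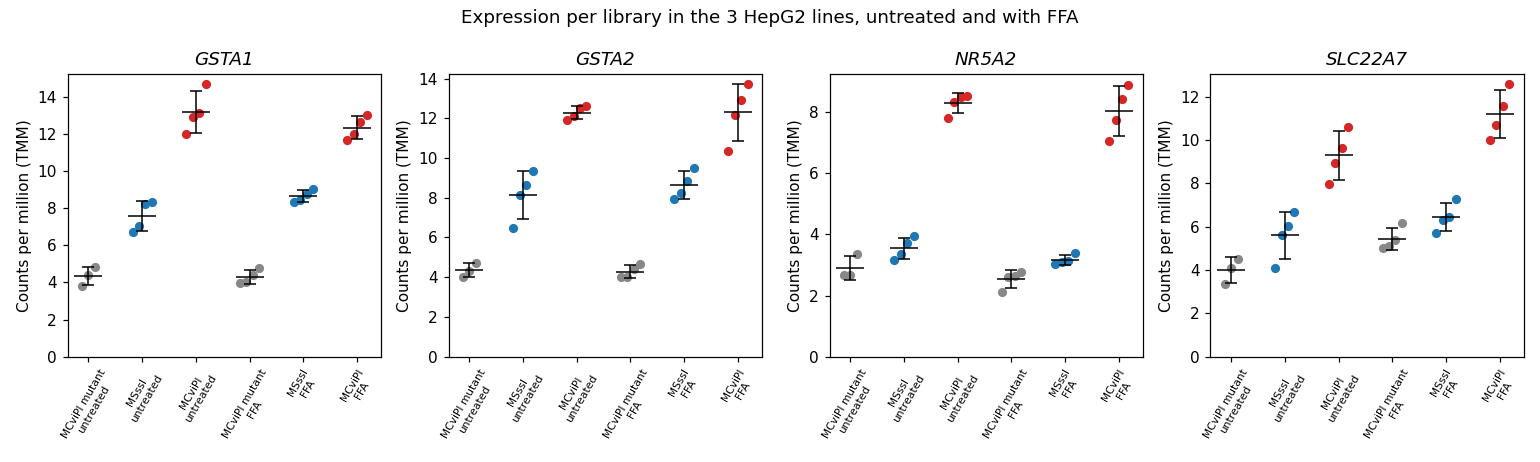
Counts-per-million (CPM, vertical axis from 0) of GSTA1, GSTA2, NR5A2 and SLC22A7 in each library, grouped by cell line and treatment on the horizontal axis. Points are single libraries and bars the mean ± SD (n = 4, untreated MCviPI mutant n = 3). The untreated MCviPI libraries of GSTA1 lie between 12.0 and 14.7 CPM and those of MSssI between 6.72 and 8.33 CPM, above the 3.82 to 4.82 CPM of the MCviPI mutant.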

Interestingly, MCviPI overexpressing cells and, to a much lesser extent, MSssI overexpressing cells promote specific upregulation of genes involved in bile acid metabolism (gene cluster 3) (Figure 2A,B). The latter suggests that GpC rather than CpG mtDNA methylation elicits changes in bile acid metabolic gene expression. This differential gene expression by mtDNA methylation was further validated with qPCR of four genes related to bile acid metabolism or stress pathways: *GSTA1*, *GSTA2*, *SLC22A7*, and *NR5A2*, showing results in line with the RNAseq data (Supplementary Figure S4). 

Of special interest, upon further searching for corresponding changes in nuclear hormone receptors involved in metabolic gene expression (Figure 3A), we identified increased expression of various key nuclear receptors involved in bile acid/fatty acid metabolism (i.e., *NR5A2*, *NR0B2*, *NR1H3*, *NR1I2*, *NR1H4*, *PPARα*, *HNF4* [28]), as well as elevated expression of multiple PPARα target genes (*CYP8B1*, *UGT2B4*, *SULT2A1*) involved in bile acid metabolism [29] in the MCviPI cell line (Figure 3B). Furthermore, protein–protein interaction analysis (https://string-db.org/, accessed on 23 August 2023) shows a strong interaction of the GpC mtDNA methylation-specific gene expression changes with key regulatory proteins for bile acid metabolism (Supplementary Figure S5). 

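The nuclear receptor genes named by the paper differed in how far they moved. In untreated MCviPI cells, *NR1H4*, which encodes the bile acid receptor FXR (ENSG00000012504.15, chromosome 12 of GRCh38, 100473708 to 100564414), was at 15.6 ± 2.07 CPM against 12.9 ± 0.287 CPM in the MCviPI mutant (SD, n = 4 and 3), a log2 fold change of 0.27 (standard error 0.08, adjusted p = 0.031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HNF4A* (chromosome 20, 44355699 to 44432845) was at 344 ± 5.10 against 312 ± 11.3 CPM, a log2 fold change of 0.14 (standard error 0.04, edgeR adjusted p = 0.025). Both calls were lost in some of the fits. *NR1H4* had edgeR adjusted p from 0.067 to 0.16 without untreated MCviPI mutant replicate 2 or 4 or untreated MCviPI replicate 3 or 4, 0.20 with only the groups compared, 0.10 with replicates 1, 2 and 4 alone and 0.054 after the GC correction chosen after seeing the data, in a range from 0.016 to 0.20 over the alternatives. In untreated MSssI *NR1H4* was called higher as well. With only the groups compared, its log2 fold change was 0.37 in MSssI and 0.28 in MCviPI. Without untreated MCviPI mutant replicate 2 it was 0.34 and 0.26, and neither cell line was called in these fits. The rise of *NR1H4* was therefore not shown to be particular to MCviPI. In MCviPI, *HNF4A* had an edgeR adjusted p of 0.13 without untreated MCviPI mutant replicate 2, 0.068 and 0.067 without untreated MCviPI replicates 1 and 2, 0.092 with only the groups compared and 0.059 with replicates 1, 2 and 4 alone, in a range from 0.0018 to 0.092 over the alternatives. The rises of *NR0B2* (chromosome 1, 26911489 to 26913975) from 81.5 ± 11.1 to 88.7 ± 2.38 CPM and of *NR1I2* were not called, with log2 fold changes of 0.12 (standard error 0.06) and 0.16 (standard error 0.06) and adjusted p of 0.23 and 0.097 from edgeR's quasi-likelihood test. Without untreated MCviPI mutant replicate 4, *NR0B2* was called with 0.24 (edgeR adjusted p = 8.0e-04), and without untreated MCviPI replicate 3, *NR1I2* was called with 0.20 (edgeR adjusted p = 0.037). Both were also called after the GC correction chosen after seeing the data (edgeR adjusted p = 0.0083 and 0.030), in ranges from 0.0083 to 0.43 and from 0.030 to 0.27 over the alternatives. For *NR1H3*, *PPARA* and *HNF4G* no difference was detected, with log2 fold changes of 0.01, 0.06 and 0.10 (standard errors 0.06, 0.05 and 0.08, edgeR adjusted p = 0.97, 0.53 and 0.56). With FFA, *NR0B2* (0.30, edgeR adjusted p = 2.6e-04) and *NR1I2* (0.23, edgeR adjusted p = 0.0051) were called higher in MCviPI than in the MCviPI mutant. Of the 38 genes of Figure 3A, 28 were higher in untreated MCviPI than in the MCviPI mutant, 5 were called higher (*NR5A2*, *ROR1*, *NR1H4*, *ESRP2* and *HNF4A*) and *NR4A1* was called lower. Adjusted over the list alone, 8 were higher and 1 lower. The calls of *ROR1* and *ESRP2* (edgeR adjusted p = 0.024 and 0.027) were lost with only the groups compared (0.11 and 0.14). *ROR1* was also not called with every gene of at least 1 count tested (0.053), without untreated MCviPI mutant replicates 1 (0.088) or 4 (0.062) or without untreated MCviPI replicate 1 (0.11), and *ESRP2* without untreated MCviPI mutant replicates 1 (0.095) or 2 (0.16) or untreated MCviPI replicates 1 (0.070) or 2 (0.092). *NR4A1* had a log2 fold change of −1.04 (standard error 0.24, edgeR adjusted p = 0.0063), which was −0.32 without untreated MCviPI mutant replicate 4 (edgeR adjusted p = 0.35), and it was not called with only the groups compared (edgeR adjusted p = 0.12). The list as a whole was higher (camera adjusted p = 0.0046, median log2 fold change 0.06), except without untreated MCviPI mutant replicate 1 (0.069). Among the targets, *UGT2B4* (ENSG00000156096.14, chromosome 4, 69480165 to 69526014), a member of a gene family whose reads could have been shared, rose by 0.94 on the log2 scale (standard error 0.09, edgeR adjusted p = 8.2e-09) and *SULT2A1* (ENSG00000105398.4, chromosome 19, 47870467 to 47886315) by 0.41 (standard error 0.04, edgeR adjusted p = 5.8e-08). In the MSssI cell line they rose by 0.51 and 0.30 (edgeR adjusted p = 0.0016 and 7.9e-05), the former not called with only the groups compared (0.073). *UGT2B4* was higher in MCviPI than in MSssI by 0.43 (edgeR adjusted p = 3.2e-04), whereas for *SULT2A1* the difference of 0.11 was not called (edgeR adjusted p = 0.10), except with only the groups compared (0.029) and after the GC correction chosen after seeing the data (0.038), in a range from 0.029 to 0.38 over the alternatives. *CYP8B1* (chromosome 3, 42856005 to 42875898) was expressed at a low level, 2.74 ± 0.189 CPM in MCviPI and 2.16 ± 0.381 CPM in the MCviPI mutant, and its log2 fold change of 0.33 (standard error 0.14) was not called (edgeR adjusted p = 0.17). Of the 50 genes of Figure 3B, 32 were higher in untreated MCviPI, 9 were called higher and 1 lower, or 10 and 4 when adjusted over the list alone, with a median log2 fold change of 0.04. The shift of the list had a camera adjusted p of 0.0049, which rose to 0.069 without untreated MCviPI mutant replicate 1 and to 0.18 with the correlation estimated from the data, in a range from 6.0e-04 to 0.18 over the alternatives. From the higher expression of the bile acid genes in MCviPI and, to a lesser extent, in MSssI, the paper proposes that GpC rather than CpG mtDNA methylation elicits changes in bile acid gene expression, and it adds the nuclear receptors and PPARα targets as corresponding changes in the MCviPI cell line.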

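Of the 50 genes shown in the heatmap of Figure 4B, 42 were higher in untreated MCviPI cells than in the MCviPI mutant. EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 18 higher and 1 lower, and 21 higher and 2 lower when adjusted over the list alone. The median log2 fold change was 0.32 (camera adjusted p = 2.9e-16, and from 1.3e-22 to 3.1e-05 over the alternatives). In untreated MSssI cells 6 of the genes were called higher (12 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.11 (camera adjusted p = 5.5e-09, and from 1.6e-10 to 0.0018 over the alternatives). Between the cell lines, 15 genes were called higher and 2 lower in MCviPI than in MSssI, with a median log2 fold change of 0.18 (camera adjusted p = 3.4e-08). The genes called higher in MCviPI include *C6*, which encodes a complement component (ENSG00000039537.15, chromosome 5 of GRCh38, 41142116 to 41261438), with a log2 fold change of 1.15 (standard error 0.21, edgeR adjusted p = 4.2e-04), *SERPINC1*, which encodes antithrombin (chromosome 1, 173903800 to 173917327), with 0.61 (standard error 0.05, edgeR adjusted p = 1.0e-09), and the alcohol dehydrogenase gene *ADH4* (chromosome 4, 99123657 to 99157792) with 0.63 (standard error 0.08, edgeR adjusted p = 1.2e-06). *ADH4* is one of a cluster of related genes that could share reads. The glucose-6-phosphatase gene *G6PC1* (chromosome 17, 42900797 to 42914438) rose by 0.83 (standard error 0.21, edgeR adjusted p = 0.015), a call that was lost without untreated MCviPI mutant replicate 4 (edgeR adjusted p = 0.080) and without untreated MCviPI replicate 1 (edgeR adjusted p = 0.061) and held under the other alternatives (0.0092 to 0.048). *IFITM2* was the gene called lower, with −0.39 (standard error 0.07, edgeR adjusted p = 3.7e-04), and it belongs to a family of similar genes that could share reads. In MSssI, *C6* rose by 0.98 (standard error 0.20, edgeR adjusted p = 0.0089, and 0.0501 without untreated MCviPI mutant replicate 2) and *SERPINC1* by 0.31 (standard error 0.05, edgeR adjusted p = 0.0011, and 0.051 with only the groups compared). The mean deviation of the 50 genes from their mean over the 23 libraries was −0.32 ± 0.03 (SD, n = 3) on the log2 scale in the untreated MCviPI mutant, −0.12 ± 0.05 (n = 4) in MSssI and 0.05 ± 0.06 (n = 4) in MCviPI.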

Interestingly, MCviPI mtDNA methylation-specific gene expression changes also directly reveal an enrichment of a human MASLD/MASH gene signature (Figure 4A,B).

### 2.3. MtDNA GpC/CpG Hypermethylation Modulates Mito-Nuclear Epigenetic Crosstalk

The concept of “mito-nuclear communication” refers to the interplay of mitochondrial dynamics with nuclear epigenetic regulation to adapt to environmental metabolic (energetic) challenges. Since the mitochondria regulate the production of the universal methyl donor s-adenosyl methionine (SAM) by the production of ATP and folate, this may also affect both mitochondrial as well as nuclear epigenetics [30,31]. Since our RNA sequencing results revealed predominant mitochondrial GpC hypermethylation-induced changes in bile acid metabolic gene expression, we next characterized whether this may also translate into crosstalk with nuclear epigenetic DNA methylation changes in the MCviPI overexpressing cell line. Upon analysis of the Illumina Epic 850K bead array β-value DNA methylation signal intensities in MCviPI and MCviPI mutant overexpressing HepG2 cell lines left untreated or treated for 24 h with FFA, we could identify 1754 DMPs in the untreated or 7565 DMPs in the FFA-treated MCviPI cell line as compared to the mutant counterpart cell line (DB > |0.1|). Upon cross-comparing differentially methylated genes (DB > |0.1|) with lists of differentially expressed genes derived from the RNAseq data via the integrative Bigomics^TM^ platform, we identified various nuclear epigenetic-controlled gene clusters that are enriched in processes related to fatty acid metabolism, cholesterol metabolism, bile acid metabolism, unfolded protein response, or TNF signaling (Figure 5). 

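The DNA methylation of these genes was not analysed here, and the values below are RNA counts. Of the 17 genes read from cluster S1 of Figure 5A, 15 were called higher in untreated MCviPI cells than in the MCviPI mutant by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (16 when adjusted over the list alone), and the median log2 fold change was 0.91 (camera adjusted p = 1.8e-26, and from 1.1e-38 to 3.3e-08 over the alternatives). All 16 genes read from cluster S2 of Figure 5C were called higher in MCviPI than in the MCviPI mutant after FFA treatment, with a median log2 fold change of 0.98 (camera adjusted p = 2.4e-36, and from 2.4e-54 to 7.7e-08 over the alternatives). In untreated cells all 16 were called as well, with a median of 1.10. In the MSssI cell line without FFA, 1 gene of the Figure 5A cluster and 3 of the Figure 5C cluster were called higher (9 of the latter when adjusted over the list alone), with medians of 0.19 and 0.29. *PCSK5*, which encodes a proprotein convertase (ENSG00000099139.14, chromosome 9 of GRCh38, 75890644 to 76362975) and is in both clusters, had a log2 fold change of 1.51 in untreated cells (standard error 0.20, edgeR adjusted p = 3.7e-06) and of 1.59 with FFA (standard error 0.19, edgeR adjusted p = 3.5e-07). *TUSC3* (ENSG00000104723.21, chromosome 8, 15417215 to 15766649), in the Figure 5C cluster, rose by 1.14 in untreated cells (standard error 0.18, edgeR adjusted p = 6.0e-05) and by 0.75 with FFA (standard error 0.16, edgeR adjusted p = 0.0018), and the latter was not called with replicates 1, 2 and 4 alone (edgeR adjusted p = 0.052, the highest of the alternatives, whose lowest was 2.4e-04).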

Of special note, differential methylation of various genes involved in bile acid metabolism can only exclusively be detected in MCviPI GpC mtDNA cells but not in the MCviPI mutant cell line, irrespective of the treatment. Altogether, these results strongly support the concept of mito-nuclear epigenetic communication between both compartments to regulate bile acid metabolism.

### 2.4. MtDNA GpC/CpG Hypermethylation Promotes Functional Mitochondrial Changes in Respiration and Morphological Features Associated with Mitophagy Stress Response

The preceding findings indicated significant alterations in gene expression patterns within metabolic pathways, closely linked to mitochondrial functioning. Therefore, in the subsequent experiments, we integrated various experimental approaches to assess potential functional changes in mitochondrial morphology, respiration, and ROS-lipid peroxidation damage associated with mtDNA GpC/CpG hypermethylation in MCviPI and MSssI cell lines versus deficient DNMT MCviPI mutant cells.

First, we applied electron microscopy to compare mitochondrial morphology in the MSssI and MCviPI overexpressing cell lines compared to the MCviPI mutant reference cell line. Therefore, we quantified three aspects of the mitochondrial shape, including the area, aspect ratio, and perimeter, indicating the size (area and perimeter) and shape (aspect ratio) of the mitochondria. Both the area and perimeter, representing the size, are significantly increased in the MSssI and MCviPI overexpressing cell lines as compared to the MCviPI mutant reference cell line, indicating that GpC/CpG mtDNA hypermethylation is associated with mitochondrial swelling (Figure 6B). However, the aspect ratio is not increased compared to the MCviPI mutant cell line because the overall shape of the mitochondria is not changed. These morphological changes are also clear from the images of the mitochondria showing overall mitochondrial swelling and disruption of the cristae structure in the MSssI and MCviPI cell lines, which is less prominent in the MCviPI mutant cell line (Figure 6A). Furthermore, autophagosomes could be detected in the MSssI and MCviPI cell lines, which were less frequently observed in the MCviPI mutant cell line, suggesting possible involvement of mitophagy-autophagy mitochondrial stress responses following GpC/CpG mtDNA hypermethylation (Figure 6C).

Since the results of the TEM show morphological abnormalities caused by mtDNA GpC/CpG hypermethylation, we next compared possible effects on the cellular distribution and localization of mitochondria. Therefore, mitochondria were stained with Mitotracker Red CMXRos dye, which accumulates in active mitochondria in a potential-dependent manner, allowing us to visualize and study their distribution (Figure 7A). Our results show that GpC/CpG mtDNA hypermethylation in both MCviPI and MSssI cells does not influence the localization of the mitochondria. Mitochondria could be observed equally distributed all over the cytoplasm around the nucleus in all cell lines. Furthermore, when examining fluorescence intensity, both the MCviPI and MSssI cell lines display a slight decrease compared to the mutant MCviPI cell line, whether they were left untreated (0.061 ± 0.020 and 0.080 ± 0.006 vs. 0.090 ± 0.016) or treated with 1 mM FFA (0.046 ± 0.002 and 0.059 ± 0.019 vs. 0.076 ± 0.009). However, this decrease reached only statistical significance in the MCviPI cell line (Figure 7B). 

Taking into account the observed morphological and phenotypic mitochondrial alterations, we next performed a mitochondrial stress test using Agilent Seahorse XF Technology. This assay allows us to assess different aspects of mitochondrial respiration, such as basal respiration, ATP-coupled respiration, and maximal respiration, based on differences in oxygen consumption rate (OCR) upon GpC/CpG mtDNA hypermethylation. MSssI, MCviPI, and MCviPI mutant overexpressing cell lines were either left untreated or treated 24 h with 1 mM FFA to simulate a steatosis phenotype in vitro, allowing us to assess the corresponding mitochondrial respiration. Figure 7C,D shows that MSssI and MCviPI DNMT overexpressing cell lines have increased overall respiration, both treated and untreated, compared to the GpC/CpG-deficient MCviPI mutant cell line. This is reflected by a significant increase in maximal respiration for both cell lines. In addition, the spare respiratory capacity is also increased in both cell lines, although not statistically significant in the MSssI cell line (Figure 7D). These results suggest that GpC and CpG mtDNA hypermethylation promote increased metabolic activity in the mitochondria. However, this increased respiratory capacity cannot be further enhanced in the presence of 1 mM FFA for 24 h.

Since byproducts of aerobic respiration in the mitochondria are free radicals (ROS), which frequently trigger lipid peroxidation damage, we next compared levels of lipid peroxidation ROS damage in the different cell lines left untreated or upon lipid accumulation following treatment with 1 mM FFA. First, lipid accumulation was quantified with an Adipored staining of lipid droplets, showing a clear accumulation of lipid droplets by treatment with 1 mM FFA in all cell lines, irrespective of the mtDNA methylation status. Moreover, a significant increase in lipid droplets was found in the MSssI/MCviPI DNMT overexpressing cell lines compared to the reference MCviPI mutant cell line (Figure 8A). Next, ROS lipid peroxidation damage was quantified via flow cytometry using a fluorescent BODIPY™ 581/591 C11 reagent. This reagent localizes to membranes throughout live cells and, upon oxidation by lipid hydroperoxides, displays a shift in peak fluorescence emission from ~590 nm to ~510 nm, providing a ratiometric indication of lipid peroxidation levels. However, no significant difference in lipid peroxidation levels could be observed between MCviPI or MCviPI mutant cell lines left untreated or in FFA-treated conditions (Figure 8B). Along the same line, a lipid peroxidation-dependent cell death assay revealed no significant changes in sensitivity to ferroptosis upon treatment with the ferroptosis inducer compound RSL3 (Supplementary Figure S6).

### 2.5. MtDNA GpC-CpG Hypermethylation Promotes Cholestasis-Associated Autophagy-Mitophagy Stress Response

Based on the MCviPI GpC mtDNA hypermethylation-associated gene expression changes in bile acid metabolism (Figure 2), as well as mitochondrial morphology changes (Figure 6A) and increased respiratory functions (Figure 7C), we next performed a more specialized GSEA enrichment analysis of cellular and mitochondrial stress gene signatures [32,33,34]. 

First, we checked the cholestasis signature, which is typically related to increased bile acid metabolism. Interestingly, the MCviPI overexpressing cell line (MCviPI) shows a significant enrichment of the cholestasis disease signature compared to the MSssI and MCviPI mutant overexpressing cell lines. 

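Of the 28 genes of Figure 9A, 21 were higher in untreated MCviPI cells than in the MCviPI mutant. EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 4 of them, *UGT2B4*, *CYP3A5*, *SULT2A1* and *NR1H4*, all higher, and 8 higher and 1 lower when adjusted over the list alone. The shift of the list was small, with a median log2 fold change of 0.07, and passed the test under every alternative (camera adjusted p = 4.9e-05, and from 4.8e-07 to 0.0039). Against MSssI, 22 of the 28 genes were higher in MCviPI and 4 were called, *UGT2B4*, *CYP3A5*, *ABCG8* and *CYP27A1* (9 higher when adjusted over the list alone), with a camera adjusted p of 4.0e-05 (4.8e-06 to 0.0034 over the alternatives). For MSssI against the MCviPI mutant the list was not called (camera adjusted p = 0.22, and from 0.060 to 0.62 over the alternatives), although *UGT2B4*, *NR1H4* and *SULT2A1* were called higher in MSssI. Over the list every untreated MSssI library lay above every untreated MCviPI mutant library (−0.055 to 0.028 against −0.10 to −0.074). The missing call therefore does not show that these cell lines are equal. *NR1H4* was not called in MSssI with only the groups compared (edgeR adjusted p = 0.058), with replicates 1, 2 and 4 alone (0.054) or without untreated MCviPI mutant replicate 2 (0.055) or untreated MSssI replicate 2 (0.059). *CYP3A5* (ENSG00000106258.15, chromosome 7 of GRCh38, 99648194 to 99679996), a cytochrome P450 gene with close paralogs that could share its reads, had a log2 fold change of 0.62 in MCviPI (standard error 0.10, edgeR adjusted p = 5.3e-05) and of 0.30 in MSssI (standard error 0.09, edgeR adjusted p = 0.13). MCviPI exceeded MSssI by 0.31 (edgeR adjusted p = 0.020). *ABCG8* and *CYP27A1* were higher in MCviPI than in MSssI by 0.21 and 0.16 (standard errors 0.06 and 0.04, edgeR adjusted p = 0.037 and 0.023), and did not differ from the MCviPI mutant (edgeR adjusted p = 0.65 and 0.69), except *CYP27A1* without untreated MCviPI mutant replicate 4 (0.047). These calls between the cell lines were not stable. Without untreated MSssI replicate 4 the edgeR adjusted p was 0.11 for *CYP3A5*, 0.19 for *ABCG8* and 0.085 for *CYP27A1*, and without untreated MCviPI replicate 1 it was 0.077, 0.062 and 0.071. *CYP3A5* was also not called without untreated MSssI replicate 3 (0.084) or untreated MCviPI replicates 2 (0.052) or 4 (0.074), *ABCG8* without untreated MSssI replicate 1 (0.10) or untreated MCviPI replicates 2 or 4 (0.12 for both), and *CYP27A1* without untreated MSssI replicate 3 (0.058) or untreated MCviPI replicate 3 (0.067). Over the alternatives the values ranged from 0.0076 to 0.076, from 0.0094 to 0.063 and from 1.7e-04 to 0.16. The figure legend gives n = 3 and the methods 4 replicates, except 3 for the untreated MCviPI mutant, and all 11 untreated libraries were used here. The mean deviation of the 28 genes from their mean over the 23 libraries was −0.10, −0.09 and −0.07 on the log2 scale in MCviPI mutant replicates 1, 2 and 4, −0.01, −0.02, 0.03 and −0.05 in MSssI replicates 1 to 4, and 0.07, 0.09, 0.07 and 0.09 in MCviPI replicates 1 to 4.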

The mechanisms by which cholestasis induces liver damage due to the accumulation of bile acids include mitochondrial dysfunction, oxidative stress, and ER stress. These cellular stressors typically further induce cell death and stimulate an integrated autophagy-mitophagy (also known as “cholestophagy”) stress response as a compensatory mechanism aiming to reduce (liver) damage [35]. Accordingly, besides cholestasis, we also identified the most prominent upregulation of autophagy and mitophagy pathways in the MCviPI and MSssI overexpressing cell lines as compared to the MCviPI mutant cell line (Figure 9).

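Over the genes of Figures 9B and 9C as lists, no difference from the MCviPI mutant was detected in either cell line. Of the 50 mitophagy genes of Figure 9B, 28 were higher in untreated MCviPI, with a median log2 fold change of 0.01 (camera adjusted p = 0.74, and from 0.57 to 0.88 over the alternatives), and for MSssI the camera adjusted p was 0.84 (0.76 to 1.00 over the alternatives). Of the 49 autophagy genes of Figure 9C, 30 were higher in MCviPI, with a median log2 fold change of 0.04 (camera adjusted p = 0.50, and from 0.41 to 0.89 over the alternatives), and for MSssI the camera adjusted p was 0.57 (0.52 to 0.98 over the alternatives). Single genes were called in both directions. Of the mitophagy genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called *FNIP1* and *NIPSNAP1* higher and *BCL2L1* and *TGM2* lower in MCviPI (3 higher and 2 lower when adjusted over the list alone). In MSssI it called 0 of them, also when adjusted over the list alone, and 3 higher and 3 lower at an unadjusted p under 0.05. Of the autophagy genes, *TIE1*, *TP53INP1* and *PIK3AP1* were called higher and *CHKA*, *HSPA1A*, *BAG3* and *TGM2* lower in MCviPI (6 higher and 5 lower when adjusted over the list alone). In MSssI *BAG3* was called lower, or 2 genes lower when adjusted over the list alone, and 0 genes were called higher, with 5 higher and 4 lower at an unadjusted p under 0.05. *TP53INP1* (ENSG00000164938.14, chromosome 8 of GRCh38, 94925972 to 94949378) had a log2 fold change of 0.37 in MCviPI (standard error 0.06, edgeR adjusted p = 7.9e-05), and *TIE1*, an endothelial receptor gene (chromosome 1, 43300982 to 43323108), one of 0.91 (standard error 0.21, edgeR adjusted p = 0.0062). The transglutaminase gene *TGM2* (chromosome 20, 38127385 to 38166578) fell by 0.39 on the log2 scale (standard error 0.07, edgeR adjusted p = 3.7e-04) and the co-chaperone gene *BAG3* (chromosome 10, 119651380 to 119677819) by 0.27 (standard error 0.05, edgeR adjusted p = 5.2e-04). *HSPA1A* has a near-identical copy that could share its reads. Several of the other calls in MCviPI depended on the fit. *FNIP1* was not called without untreated MCviPI mutant replicate 4 (edgeR adjusted p = 0.16) or with only the groups compared (0.13), *NIPSNAP1* with only the groups compared (0.084), with replicates 1, 2 and 4 alone (0.075) or without untreated MCviPI mutant replicate 2 (0.078) or untreated MCviPI replicates 2 (0.080) or 3 (0.057), *BCL2L1* with only the groups compared (0.18) or without untreated MCviPI mutant replicates 2 (0.066) or 4 (0.26) or untreated MCviPI replicates 2 (0.11) or 4 (0.097), and *PIK3AP1* and *CHKA* with only the groups compared (0.082 and 0.068). In MSssI, *BAG3* was not called with only the groups compared (0.17) or without untreated MCviPI mutant replicate 4 (0.11) or untreated MSssI replicate 2 (0.052). The mean deviation of the mitophagy genes from their mean over the 23 libraries was −0.0041 ± 0.0068 (SD, n = 3) on the log2 scale in the untreated MCviPI mutant, −0.0064 ± 0.0014 (n = 4) in MSssI and 0.0044 ± 0.028 (n = 4) in MCviPI. In MCviPI replicates 1 to 4 it was 0.041, −0.0097, 0.011 and −0.025, in MSssI replicates 1 to 4 −0.0083, −0.0049, −0.0065 and −0.0059, and in MCviPI mutant replicates 1, 2 and 4 0.0031, −0.010 and −0.0052. The mean deviation of the autophagy genes was −0.021 ± 0.084 (n = 3) in the MCviPI mutant, 0.0080 ± 0.0063 (n = 4) in MSssI and 0.036 ± 0.034 (n = 4) in MCviPI, with 0.086, 0.029, 0.018 and 0.013 in MCviPI replicates 1 to 4, 0.014, 0.011, −0.00038 and 0.0073 in MSssI replicates 1 to 4, and 0.022, 0.033 and −0.118 in MCviPI mutant replicates 1, 2 and 4.

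**Figure D2:**
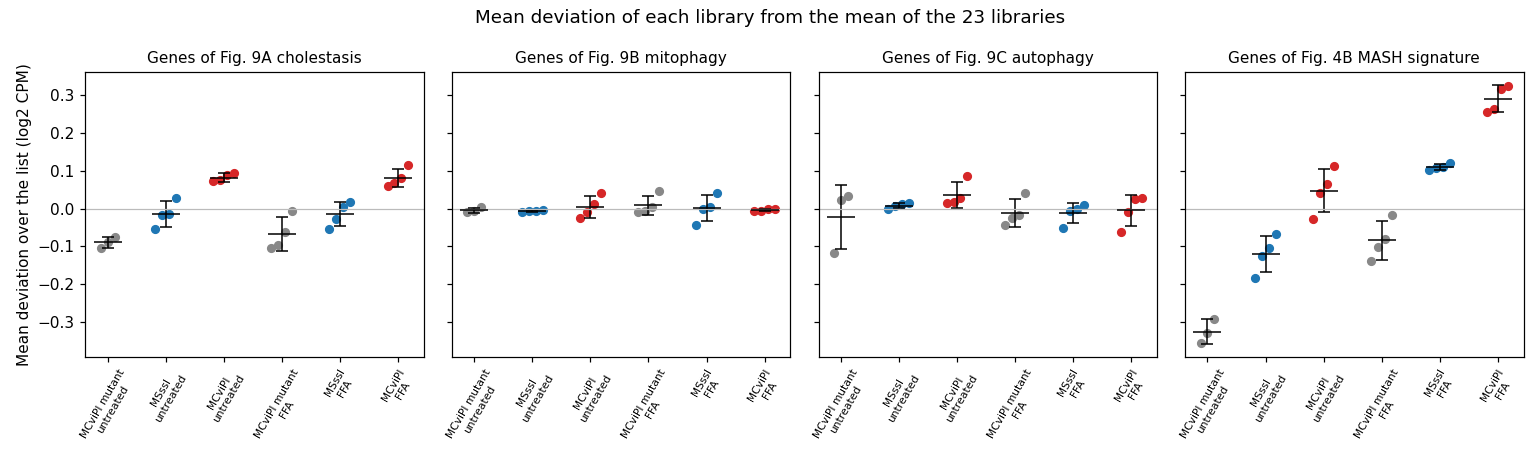
Mean deviation of log2 CPM (vertical axis) of each library from the mean of the 23 libraries over the genes of Figures 9A, 9B, 9C and 4B, grouped by cell line and treatment on the horizontal axis. Points are single libraries and bars show the mean ± SD (n = 4, untreated MCviPI mutant n = 3). Untreated MCviPI and MCviPI mutant libraries do not overlap for the genes of Figures 9A and 4B and overlap for those of Figures 9B and 9C.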

Together, these results suggest that hypermethylated mitochondria are sensed as functionally overactivated damaged mitochondria, which need to be cleared from the cell to limit liver toxicity, aiming to restore metabolic homeostasis. Interestingly, this is highly similar to the mitochondrial dysfunction in the progression from steatosis to steatohepatitis and fibrosis in MASLD [35,36]. 

## 3. Discussion

In follow-up of a pilot study by Mposhi et al. [21] showing first evidence for the impact of targeted mitochondrial CpG (MSssI) and GpC (MCviPI) DNA methylation on MASH-associated gene expression, we here further characterized mito-nuclear epigenetic crosstalk by functional mitochondrial changes in morphology, respiratory activity, and metabolic competence during MASLD lipid stress in relation to gene expression and (mito)epigenetic signatures. 

First, nanopore episequencing of the mtDNA of the different cell lines overexpressing a MCviPI (GpC), MSssI (CpG), or a MCviPI mutant-deficient DNMT targeted to the mitochondria confirmed increased mitochondrial GpC and CpG methylation in the MCviPI and MSssI cell lines, respectively. Importantly, the observed augmentation in CpG and GpC methylation was absent in the MCviPI mutant cell line, showing a similar methylation pattern to the untransfected HepG2 cells. Remarkably, besides GpC methylation, MCviPI overexpressing cells also showed increased CpG methylation levels, although weaker than the CpG methylation levels achieved in the MSssI overexpressing cell line. This suggests the possibility of dual GpC/CpG mtDNA methylation properties of the MCviPI DNMT. Overall, low mtDNA methylation levels were observed in the MCviPI mutant cell line, similar to untransfected HepG2 cells. The average 4% CpG methylation found in both cell lines is similar to the 3.4% methylation found by Lüth et al. in healthy controls upon Nanopolish analysis of the Nanopore data [37]. In addition, similar methylation levels were reported by Goldsmith et al. in HepaRG cells [38]. Of special note, the research of Goldsmith et al. also showed that higher percentages of mtDNA methylation can be found in tissue as compared to cell lines. Interestingly, the untransfected and MCviPI mutant HepG2 cell lines show higher baseline CpG than GpC methylation levels, which suggests that mitochondrial DNA is more susceptible to CpG methylation than GpC methylation. Similarly, Goldsmith et al. observed more CpG methylation than non-CpG methylation in liver tissue [38]. Nevertheless, strand-specific GpC methylation in the D-loop of human mtDNA samples has previously shown associations with mitochondrial transcription changes and therefore remains important to study [39,40]. In our DNMT-overexpressing cell lines, an average CpG/GpC mtDNA methylation of 20% could be detected. While this approach gives the opportunity to directly investigate the functional effects of mitochondrial CpG/GpC DNA hypermethylation, it is important to acknowledge that the artificially achieved percentages resulting from mitochondrial DNMT overexpression surpass the physiologically observed DNA methylation levels. In control and patient tissue, CpG methylation levels ranged from 5.12 to 5.96%, while non-CpG methylation levels were observed in the range of 0.12 to 0.15% [38]. 

Hypermethylation of nuclear genes is generally associated with gene repression. Interestingly, in line with Van Der Wijst et al., we found that essentially only mitochondrial GpC methylation induces a minor downregulation of selective mitochondrial genes (Supplementary Figure S2) [27]. In addition, recent papers show that, besides correct transcription, mitochondrial protein translation and therefore mitochondrial function are also dependent on correct post-transcriptional RNA modifications [41,42]. Furthermore, we found that mitochondrial GpC and, to a lesser extent, CpG methylation specifically increase nuclear bile acid metabolic gene expression. Accordingly, expression of multiple key nuclear receptors involved in regulation of bile acid/fatty acid/cholesterol/lipid metabolism (i.e., *NR5A2* (*LRH1*), *NR0B2* (*SHP*), *NR1H3* (*LXRa*), *NR1I2* (*PXR*/*SXR*), *NR1H4* (*FXR*), *PPARα*, *HNF4*) [28,43] was increased, which resulted in elevated expression of various PPARα target genes (*CYP8B1*, *UGT2B4*, *SULT2A1*) involved in bile acid metabolism. Moreover, similar to Schiöth et al., we observed multiple nuclear DNA methylation changes in various bile acid metabolic genes upon MASLD-related lipid stress [44]. Interestingly, the methylation changes in bile acid metabolic genes in our data were specifically associated with GpC mtDNA hypermethylation, irrespective of FFA treatment, which confirms important mito-nuclear metabolic crosstalk in epigenetic regulation and gene expression [45]. 

Hepatic bile acid synthesis is the major catabolic mechanism for cholesterol elimination from the body and is strictly regulated. Interestingly, recent studies identified bile acid metabolic dysregulation-induced cholestasis as a key factor in steatohepatitis disease etiology in MASLD [46,47,48,49,50,51]. In line, we also found enrichment of MASH (Figure 4) and cholestasis disease signatures (Figure 9A) associated with the epigenetic remodeled increased bile acid metabolic gene expression network in MCviPI overexpressing cells with GpC mtDNA hypermethylation. 

Furthermore, new evidence links disturbed bile acid metabolism to mitochondrial dysfunctions, including changes in respiration, mitochondrial swelling, and a decrease in mitochondrial transmembrane potential [52,53,54]. Interestingly, similar mitochondrial malfunctions also contribute to MASLD/MASH disease etiology [55], implicating a contribution of bile acid dysfunction in the mitochondrial dysfunction of MASLD/MASH patients. As a compensation mechanism to cope with bile acid metabolic stress and avoid liver injury, bile acids promote selective hepatic “cholestophagy” to get rid of cholestasis-induced damage and thereby maintain cellular integrity and energy homeostasis. This process involves a complex interplay of autophagy–mitophagy–lipophagy pathways, regulated by bile acids and the bile acid receptor NR1H4 (FXR) [35,36,56]. In line, electron microscopy experiments showed a mix of regular and aberrant-shaped mitochondria, revealing more mitochondrial swelling and autophagosome formation in MCviPI, as well as MSssI overexpressing cells with GpC/CpG mtDNA hypermethylation, but absent in MCviPI mutant methylation deficient cells (Figure 6A,B). This may reflect a higher mitochondrial turnover rate in cells with GpC/CpG mtDNA hypermethylation to remove “dysfunctional” mitochondria by mitophagy-autophagy [57]. 

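A list of 39 genes of the core autophagy machinery and a list of 25 mitophagy receptors and ligases, not taken from the paper's figures, were tested in untreated cells. Of the machinery genes, which include *ULK1*, *BECN1*, *ATG5*, *ATG7*, *MAP1LC3B* and *SQSTM1*, 37 could be tested. In MCviPI, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called *MAP1LC3B* higher and *ATG9A* lower (3 higher and 3 lower when adjusted over the list alone), with a median log2 fold change of −0.01 over the list (camera adjusted p = 0.50, and from 0.47 to 0.81 over the alternatives). In MSssI it called 0 machinery genes (2 lower when adjusted over the list alone, and 1 higher and 6 lower at an unadjusted p under 0.05). The list was slightly lower in MSssI, with 12 of the 37 genes above 0 and a median log2 fold change of −0.03 (camera adjusted p = 0.041). This call was lost with fry (0.20), with the correlation estimated from the data (0.42), with upper quartile scaling (0.056), with every gene of at least 1 count tested (0.062), with 10 counts in every library (0.077), with only the groups compared (0.063) and without untreated MCviPI mutant replicates 1 (0.10) or 2 (0.16) or untreated MSssI replicates 1 (0.059), 2 (0.064) or 4 (0.053), and ranged from 0.015 to 0.42 over the alternatives. *MAP1LC3B*, which encodes LC3B (ENSG00000140941.14, chromosome 16 of GRCh38, 87383953 to 87404779), rose by 0.16 on the log2 scale in MCviPI (standard error 0.05, edgeR adjusted p = 0.028), and *ATG9A* (chromosome 2, 219219380 to 219229717) had a log2 fold change of −0.19 (standard error 0.06, edgeR adjusted p = 0.037). Without untreated MCviPI mutant replicate 4 these were 0.15 and 0.23, with only the groups compared 0.13 and 0.20 and with replicates 1, 2 and 4 alone 0.080 and 0.11, in ranges from 0.012 to 0.13 and from 0.0098 to 0.20 over the alternatives. *MAP1LC3B* was also not called without untreated MCviPI replicates 1 (0.063) or 3 (0.068), and *ATG9A* without untreated MCviPI mutant replicate 2 (0.085) or untreated MCviPI replicates 1 (0.058), 3 (0.096) or 4 (0.11). *MAP1LC3B* also lies within a region of chromosome 16 (58025754 to 90019890) that was higher in untreated MCviPI. Its 146 genes were higher by 0.10 on average on the log2 scale against the MCviPI mutant. The rise of *MAP1LC3B* can therefore not be separated from the shift of that region. The autophagy receptor gene *SQSTM1* rose by 0.17 (standard error 0.06) and was not called (edgeR adjusted p = 0.083), but was called without untreated MCviPI mutant replicate 4 (0.26, edgeR adjusted p = 0.0017), with every gene of at least 1 count tested (edgeR adjusted p = 0.0057) and after the GC correction chosen after seeing the data (edgeR adjusted p = 0.0022), in a range from 0.0022 to 0.17 over the alternatives. Of the mitophagy receptors and ligases, which include *PINK1*, *BNIP3* and *FUNDC1*, 24 were tested and *NIPSNAP1* was called higher in MCviPI (2 higher when adjusted over the list alone; camera adjusted p = 0.81, and from 0.62 to 0.98 over the alternatives). In MSssI 0 were called (1 lower when adjusted over the list alone, and 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.57, and from 0.26 to 0.90 over the alternatives). *PINK1* had a log2 fold change of 0.10 in MCviPI (standard error 0.09, edgeR adjusted p = 0.58).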

In line with this hypothesis, our RNA sequencing also revealed increased expression of multiple genes related to mitophagy and autophagy pathways in the MCviPI and MSssI overexpressing cell lines. Interestingly, the MCviPI and MSssI cell lines do not always upregulate the same genes, suggesting different degrees or types of metabolic stress induced by mitochondrial GpC or CpG methylation that activate different mitophagy and autophagy regulation. 

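The difference between the MCviPI and MSssI cell lines was tested directly in untreated cells. Of the 49 genes of Figure 9C, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 3 higher and 3 lower in MCviPI than in MSssI (6 higher and 3 lower when adjusted over the list alone). Of the 50 genes of Figure 9B it called 1, which was lower in MCviPI (1 lower when adjusted over the list alone as well). As lists, no difference between the cell lines was detected for the genes of both panels (camera adjusted p = 0.85 and 0.57). *TIE1* was higher in MCviPI than in MSssI by 0.99 on the log2 scale (standard error 0.18, edgeR adjusted p = 7.4e-04), *PIK3AP1* (chromosome 10 of GRCh38, 96593315 to 96720514) by 0.34 (standard error 0.07, edgeR adjusted p = 0.0013) and *TP53INP1* by 0.24 (standard error 0.05, edgeR adjusted p = 0.0051), and *TGM2*, which is in both panels, had a log2 difference of −0.27 (standard error 0.06, edgeR adjusted p = 0.011, and 0.085 without untreated MSssI replicate 4). In MSssI against the MCviPI mutant, the log2 fold changes of *TIE1*, *PIK3AP1* and *TP53INP1* were −0.08, −0.02 and 0.13 (edgeR adjusted p = 0.92, 0.94 and 0.36). For *FNIP1*, *BAG3* and *CHKA*, which were called in MCviPI, the difference from MSssI was not called (log2 differences 0.03, −0.04 and −0.08, standard errors 0.06, 0.05 and 0.04, edgeR adjusted p = 0.87, 0.76 and 0.38).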

Altogether, these findings suggest that mitochondrial GpC/CpG methylation elicits metabolic stress damage, which needs to be overcome by a fast turnover of dysfunctional mitochondria through the process of mitophagy. Consequently, mitochondrial methylation could represent another risk factor in MASLD, given the mounting body of evidence demonstrating a robust correlation between impaired mitophagy–autophagy and the progression of MASLD [58,59,60,61]. 

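A list of mitochondrial fatty acid oxidation genes that was not taken from the paper's figures, among them *CPT2*, *ACADVL*, *ACADM*, *HADHA*, *HADHB* and *ETFDH*, rose with FFA in each cell line. Of the 19 genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 11 higher in the MCviPI mutant, 16 in MSssI and 13 in MCviPI (13, 17 and 15 when adjusted over the list alone), with median log2 fold changes of 0.21, 0.26 and 0.25 (camera adjusted p = 1.0e-22, 4.8e-27 and 2.7e-22). The difference between FFA responses was tested for the 26 genes of cluster S1. Against the MCviPI mutant, the median difference was 0.00 on the log2 scale for MSssI (camera adjusted p = 0.99) and 0.05 for MCviPI (camera adjusted p = 0.79). For *CPT1A*, a gene of this cluster, the difference was −0.02 in MSssI and 0.03 in MCviPI (standard error 0.08 for both, edgeR adjusted p = 0.96 and 0.99), and was not called.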

Further characterization of the metabolic changes induced by mtDNA CpG/GpC methylation showed that, under in vitro steatotic conditions following FFA treatment, MCviPI and MSssI overexpressing cells with GpC/CpG mtDNA hypermethylation show a similar increase in free fatty acid metabolic gene expression as MCviPI mutant mtDNA methylation deficient cells (Gene cluster S1 Figure 2). However, in contrast, mitochondrial respiration is only significantly increased in MCviPI and MSssI overexpressing cells with GpC/CpG mtDNA hypermethylation as compared to MCviPI mutant cells (Figure 7C,D). This divergence in respiratory activity might be attributed to the upregulation of additional nuclear receptors (i.e., *NR5a2* (*LRH1*)), known to be involved in upregulation of mitochondrial respiration, as a direct consequence of GpC/CpG mtDNA hypermethylation [62] (Figure 3A). Although the comprehensive mechanism has not been resolved, it is noteworthy that the overactivated mitochondrial respiration observed in the methylated cell lines (MSssI and MCviPI) could not be further elevated following treatment with FFA. Intriguingly, this lack of response to FFA treatment coincided with the induction of lipid accumulation, as depicted in Figure 8A. Moreover, this maximal hyperactivation of the mitochondria may slowly promote the decline (exhaustion) of mitochondrial activity, as was already slightly observed by the decreasing fluorescent intensities by Mitotracker staining (Figure 7A,B). Interestingly, increased basal mitochondrial respiration and maximum respiration have been observed as an adaptive mitochondrial response in early steatosis. However, this will eventually induce structural mitochondrial deformations and metabolic shutdown of mitochondrial metabolism in the MASH stage, which is similar to the mitochondrial methylation-induced metabolic changes in our results [23,59,63]. Surprisingly, despite increased levels of lipid accumulation and mitochondrial respiration activity in MCviPI and MSssI overexpressing cells as compared to MCviPI mutant cells, we could not detect increased levels of lipid peroxidation damage or ferroptosis sensitivity. Remarkably, disturbed cholesterol homeostasis has recently been found to trigger ferroptosis resistance [64]. However, how bile acids and cholestasis specifically promote ferroptosis resistance needs further investigation. 

In summary, our study represents the first evidence of mitochondrial GpC methylation initiating a novel phenomenon termed “cholestasis-induced mitophagy” or “cholestophagy” through the alteration of mito-nuclear epigenetic alterations within the bile acid metabolism. Furthermore, both mitochondrial CpG and GpC methylation induce a basal state of mitochondrial overactivity, leading to lipid accumulation in response to lipid stress, accompanied by morphological changes that promote mitophagy. Consequently, future therapeutic investigations targeting mitochondrial DNA methylation present a promising avenue for mitigating the progression by reversing the epigenomic conditions that cause MASLD.

## 4. Materials and Methods

### 4.1. Cell Culture

The human hepatoma cells (HepG2) cell lines overexpressing mitochondria-targeted DNMTs MCviPI, MsssI, or inactivated MCviPI (MCviPI mutant) and the un-transfected control (WT) HepG2 cells were a kind gift of Prof. Dr. Marianne Rots (UMCG, Groningen, The Nertherlands) [21]. The overexpressing cell lines were constructed as described by Van der Wijst et al. [27]. Briefly, the sequence of the MCviPI, MCviPI mutant (catalytically inactive), and MSssI was cloned in a pCDH-CMV-MCS-SV40-puro plasmid, resulting in a pCDH-CMV-master synthetic construct-conII-SV40-puro containing a mitochondrial localization signal (MLS) followed by [MCviPI/MCviPI mutant/MSssI] and two nuclear export signals (NES). This construct was subsequently lentiviral transduced into HepG2 cells, followed by antibiotic selection with puromycin for positive clones. 

Cells were cultured in Dulbecco’s modified Eagle medium (DMEM, Gibco, Thermo Fisher Scientific, Dilbeek, Belgium, 41965039) supplemented with 10% fetal bovine serum (Gibco, Thermo Fisher Scientific, Dilbeek, Belgium, 10270106), 1% penicillin-streptomycin solution (Gibco, Thermo Fisher Scientific, Dilbeek, Belgium, 15140122), and 1 mM pyruvate. Both cell lines were cultured in T75 or T25 flasks in a humidified atmosphere (37 °C and 5% CO_2_).

### 4.2. FFA Medium

The FFAs medium to obtain MASLD-like conditions is composed of oleic (OA) and palmitic (PA) acid in a 2:1 ratio. Stock solutions of 0.66M oleic acid and (1.32 M) palmitic acid (Sigma-Aldrich, Taufkirchen, Germany) were prepared in isopropanol. Equal amounts of oleic and palmitic acid were mixed to prepare a stock of 1 mM FFA. FFA-free bovine serum albumin (BSA) was dissolved in serum-free DMEM medium without antibiotics at the final concentration of 1% and then sterilized using syringe-driven 0.22 μm filters. Afterwards, the medium was supplemented with the mixture of FFA at the final concentration of 1 mM and sonicated for 6–8 h until FFA was completely dissolved using a Branson 3200 sonication bath. The FFA medium was protected from light and stored at 4 °C.

### 4.3. Nanopore Sequencing

DNA was extracted using the Qiagen Blood Tissue DNA Isolation Kit (Qiagen, Antwerp, Belgium, 69504) according to the manufacturer’s protocol. The quality of the extracted DNA was measured using the Qubit 4 Fluorometer (Thermo Fisher Scientific, Q33238) and Qubit™ dsDNA BR kit (Thermofisher, Dilbeek, Belgium, Q32850) for concentration, Little Lunatic (Unchained Labs, Gent, belgium) for purity, and the Fragment Analyzer (DNF-492 Large Fragment Kit, Agilent, Diegem, Belgium) for integrity using either the “Agilent DNF-464 HS Large Fragment Kit” (integrity of extracted hmw-DNA) or the “Agilent DNF-492 Large Fragment Kit” (fragmentation and size selection). After quality control, 5 µg of DNA was fragmented using Megaruptor 3 (Diagenode) to a final fragment sizing 15–20 kb, which also resulted in the linearization of mtDNA and the exposure of fragments’ ends for end repair and adapter ligation. After fragmentation, small molecules were depleted using the Short Read Eliminator Kit (SRE XS, PacBio, London, UK), depleting short DNA fragments <10 kb progressively and DNA <4 kb almost completely. Library preparation was started with 175 fmol of size-selected DNA per sample (+/−2 µg of fragmented, size-selected DNA) and consisted of FFPE DNA end repair in combination with a preparation of the ends for adapter attachment, native barcode ligation, and sequencing adapter ligation with the use of the Native barcoding expansion 13–24 kit (Oxford Nanopore Technologies, Oxford, UK, EXP-NBD114) in conjunction with the Ligation sequencing kit (Oxford Nanopore Technologies, SQK-LSK109). Prior to the final sequencing adapter ligation, samples were pooled equimolarly for optimal read distribution. Sequencing was performed on the R9.4.1 PromethION Flow Cell, which had 8750 pores available for sequencing. In total, 50 fmol of the final library was loaded on the flow cell (~550 ng). Total sequencing time was 80 h on PromethION 24 (Oxford Nanopore Technologies), with a flush using DNase I before loading a fresh library at 24 and 48 h of sequencing. The sequencing run produced 12.49 M reads with an N50 of 17.39 kb, resulting in a total base output of 153.16 Gb and a total amount of data of 1.2 TB. MtDNA is well covered when performing shallow gDNA sequencing (60–80× vs. 1× for gDNA). Reads were basecalled using GUPPY (version 6.0.6). Further analysis was performed using a pipeline integrated into genomecomb [65]. Reads were aligned to the hg38 genome reference [66] using minimap2 [67], and the resulting sam file was sorted and converted to bam using samtools [68]. Structural variants were called using sniffles [69], cuteSV [70], and npinv [71]. The resulting variant sets of different cell lines were combined and annotated using genomecomb [65]. Nanopolish analysis (version 0.13.2) [72] was used for CpG and GpC methylation analyses on the mitochondrial genome without applying NUMT filtering, as NUMTs were shown to only have a marginal impact on methylation assessment [72,73]. Raw nanopore epi-sequencing data of transgenic HepG2 cell models with mitochondrial overexpression of CpG (MSSSI) or GpC (MCviPI)-specific DNA methyltransferases [21] have been deposited in the NCBI GEO database with accession number PRJNA95689.

### 4.4. RNA Extraction and RNA Sequencing

Total RNA was extracted with the RNeasy kit (Qiagen, 75162) from the 3 cell lines (MCviPI mutant, MSssI, and MCviPI), both untreated or treated with 1 mM FFA for 24 h, according to the manufacturer’s protocol (n = 4 biological replicates per cell line per treatment, except untreated MCviPI mutant n = 3). Afterwards, RNA quantity was determined using the Qubit^TM^ RNA Broad Range Assay Kit (Thermo Fisher Scientific, Q10210) with the aid of the Invitrogen Qubit^TM^ Fluorometer (Thermo Fisher Scientific, Q33238). The extracted RNA was stored at −80 °C and subsequently sent to Novogene Leading Edge Genomic Services & Solutions, where RNA integrity was determined using the 2100 Bioanalyzer system (Agilent Technologies, Diegem, Belgium). All 40 samples with acceptable quality levels (RNA content ≥ 20 ng/μL, OD260/280 ≥ 2.0, and RIN ≥ 4.0) were included for sequencing library preparation and RNA sequencing analysis. In brief, messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand of cDNA was synthesized using random hexamer primers, followed by the second strand of cDNA synthesis and library construction. The library was checked with Qubit and real-time PCR for quantification and a bioanalyzer for size distribution detection. Quantified libraries were pooled and 150 bp paired-end sequenced on the Illumina Novaseq6000 platform. The quality of the raw sequencing reads was evaluated using FastQC (v0.11.5) [74], and subsequent alignment to the genome reference consortium human build 38 (GRCh38/hg38) was performed with the STAR (v.2.7.3a) tool [75]. Differential gene expression and pathway analysis were performed using DESeq2 R package software (v3.18) [76] and the Omics Playground tool (v2.8.12) platform, which was also used for further visualization. Protein interaction networks were generated using the STRING database (v11) [77]. RNA sequencing was validated by qPCR and deposited in the NCBI GEO database with accession number GSE241526.

### 4.5. Quantitative Polymerase Chain Reaction (qPCR)

After RNA extraction, total RNA was converted into cDNA with the iScriptTM cDNA Synthesis Kit (BioRad, Temse, Belgium, 1708890) according to the manufacturer’s protocol. Next, qPCR analysis was performed using the PowerUp SYBR^TM^ green PCR master mix (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. In brief, a 20 µL reaction volume mix per sample was prepared containing 10 µL PowerUp SYBR Green Master Mix, 0.4 µM forward and reverse primer, and nuclease-free water. The following PCR program was applied on the Rotor-Gene Q qPCR machine of Qiagen: 95 °C for 10 min, 40 cycli denaturation (95 °C, 15 s), annealing/extension (60 °C, 1 min), and dissociation (60–95 °C). Each sample was run in triplicate. The median value of the triplicates was taken to calculate the ΔΔCt-values using B2M as the normalization gene. B2M, GSTA1, GSTA2, NR5a2, SLC22a7, mtND1, mtCOX1, and mtCYB primer sequences (Supplementary Table S1) were designed by Primer3 and synthesized by Integrated DNA Technologies (IDT, Leuven, Belgium). Statistical analysis was carried out using a one-way ANOVA test with Tukey’s correction for multiple comparisons. A *p*-value < 0.05 was considered statistically significant.

### 4.6. Methylation Analysis

Whole-genome methylation profiling targeting over 935,000 CpG sites was performed on the total DNA of the MCviPI mutant and MCviPI using the Infinium MethylationEPIC array (Illumina, San Diego, CA, USA) at the Centre for Medical Genetics (UZA, University of Antwerp), both untreated or treated with 1 mM FFA for 24 h. Genomic DNA (gDNA) was extracted from the cells using the Dneasy Blood & Tissue Kit (Qiagen, 69504) according to the manufacturer’s protocol. DNA concentration and purity were determined by the Qubit 4 Fluorometer (Thermo Fisher Scientific, Q33238). Next, 750 ng of DNA was bisulphite converted with the EZ DNA Methylation Kit (Zymo Research, D5001/D5002, Irvine, CA, USA) according to the manufacturer’s instructions. Successful bisulphite conversion was confirmed by PCR with the PyroMark PCR kit (Qiagen) in a region of the Sall3 gene (Supplementary Table S1). The resulting PCR products were run on a 2% agarose gel. This converted DNA was then further hybridized with the Infinium MethylationEPIC array (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. In brief, converted DNA was amplified overnight and fragmented enzymatically. Subsequently, DNA was precipitated and resuspended in hybridization buffer and afterwards dispended onto the BeadChips. The hybridization procedure was performed at 48 °C overnight using an Illumina Hybridization oven. After hybridization, free DNA was washed away, and single nucleotide extension followed by fluorescent readout was performed. The BeadChips were imaged using an Illumina HiScan (Illumina, San Diego, CA, USA). The platform interrogates more than 935,000 methylation sites per sample at single-nucleotide resolution. Annotations for the interrogated sites were taken from Illumina’s BeadChip array manifest based on genome reference consortium human build 37 (GRCh37/hg19). Raw intensity data from IDAT files was read and processed in R (v. 4.2.0) via the minfi [78] R package. Data pre-processing consisted of masking probes with poor design, control probes, X-/Y chromosome probes, and non-cg and non-ch probes. Probes with detection *p*-values > 0.01 in more than 50% of the samples were filtered out. No samples had more than 10% missing values; thus, all were considered for further analysis. For quality control, the ratio of log2 median intensities (methylated and unmethylated) along with β-value densities was calculated. β-values were then further processed using ChAMP (v 2.21.1) [79]. The difference in signal intensity between the two-color channels (dye bias correction) was corrected using the beta mixture interquartile matrix (BMIQ) method [80]. Methylation levels were reported as β-values ranging from 0 for unmethylated probes to 1 for fully methylated probes. To identify significantly differentially methylated CpGs between the different groups, parametric linear mixed models were used via ChAMP [79]. *p*-values were adjusted for multiple testing using the Benjamini–Hochberg correction (*p* < 0.01). Further Metascape pathway analysis of genes with a delta beta (DB) > |0.1| and FDR < 0.05 was performed with the online Metascape Web tool [81]. Methylation data were deposited in the NCBI GEO database with accession number GSE240988.

### 4.7. Lipid Quantification with Adipored

The AdipoRed Adipogenesis Assay (Lonza, Walkersville, MD, USA) was used to quantify intracellular lipid accumulation in all 3 cell lines (MCviPI mutant, MSssI, and MCviPI), both untreated or treated with 1 mM FFA for 24 h according to the manufacturer’s protocol (n = 3 biologically independent samples per cell line per treatment). Briefly, the medium of treated cells was replaced by phosphate-buffered saline (PBS) and incubated with the AdipoRed reagent. Afterwards, fluorescence was measured at 485 nm excitation and 572 nm emission using a microplate reader (FLUOstar Omega, BMG Labtech, Ortenberg, Germany). Statistical analysis was carried out using a two-way ANOVA test with Tukey’s correction for multiple comparisons. A *p*-value < 0.05 was considered statistically significant.

### 4.8. Lipid Peroxidation

Cellular lipid reactive oxygen species were measured in live cells through oxidation of the BODIPYTM 581/591 C11 reagent using the Image-iT™ Lipid Peroxidation Kit (C10445, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. In short, cells were seeded in 6-well plates at a density of 5 × 10^4^ cells/well and treated the next day for 24 h with 1 mM FFA (2:1 ratio oleic acid and palmitic acid, respectively) or 2 h with 100 μM cumene hydroperoxide (positive control). Cells were subsequently incubated for 30 min with a 10μM Image-iT™ Lipid Peroxidation Sensor at 37 °C. After incubation, cells were collected by trypsinization with TrypLE Express Enzyme (Thermo Fisher Scientific, Waltham, MA, USA). Cells were washed three times with pre-warmed PBS, and the fluorescence shift from 590 nm to 510 nm, representing oxidation of the reagent by lipid hydroperoxides, was measured with the CytoFlex flow cytometer (Beckman Coulter Life Sciences, Indianapolis, IN, USA). Finally, the 510/590 ratio was calculated and visualized as a ratio showing a red-to-green shift. Hence, the more lipid peroxidation, the lower the red-to-green shift will be.

### 4.9. Mitotracker

MitoTracker^TM^ Red CMH2Xros (Thermofisher, M7513) was used to visualize and quantify mitochondria in all 3 cell lines (MCviPI mutant, MSssI, and MCviPI), both untreated or treated with 1 mM FFA for 24 h according to the manufacturer’s protocol (n = 3 biologically independent samples per cell line per treatment). Briefly, cells were seeded at a density of 4 × 10^4^ cells/well in a 96-well plate and treated with 1 mM FFA for 24 h the next day. Subsequently, medium was replaced with staining medium consisting of DMEM medium (DMEM, Gibco, Thermo Fisher Scientific, 41965039) without FBS with a final concentration of 250 nM Mitotracker and incubated for 30 min. Afterwards, medium was replaced by a complete medium, and cells were observed with the Olympus CKX53 fluorescence microscope (Olympus, Antwerp, Belgium), or red fluorescence was measured at 579 nm excitation and 599 nm emission using the Tecan Spark Cyto (Tecan, Männedorf, Switzerland). Statistical analysis was carried out using a two-way ANOVA test with Šidák’s correction for multiple comparisons. A *p*-value < 0.05 was considered statistically significant.

### 4.10. Immunofluorescence Staining

The three overexpressing HepG2 cell lines (MCviPI mutant, MSssI, and MCviPI) were seeded at a density of 0.3 × 10^6^ cells/well in a 6-well plate and incubated with 250 nm μM MitoTracker Red CMXRos (Invitrogen, Dilbeek, Belgium) for 30 min at 37 °C, 5% CO_2_. Cells were washed in PBS and fixed with 4% paraformaldehyde for 15 min, and then permeabilized and blocked with 0.1% Triton X-100 and 1% BSA in PBS for 1 h. Subsequently, cells were incubated with a primary antibody directed against HA-tag (Sigma-Aldrich, Taufkirchen, Germany H3663) diluted 1:250 in PBS containing 2.5% BSA overnight at 4 °C. After washing, they were incubated for 1 h at room temperature with goat anti-mouse Alexa Fluor™ 488 (Invitrogen; A-11001), diluted in 1:500 PBS containing 2.5% BSA, and washed again. After immunolabeling, cells were incubated with NucBlue™ Fixed Cell ReadyProbes™ Reagent (DAPI) (Invitrogen; R37606) according to the manufacturer’s protocol and imaged with the Leica DMi8 microscope (Leica Microsystems, Wetzlar, Germany) in the Leica Application Suite X 3.7.4.23463.

### 4.11. Cell Death Assay—Ferroptosis Screening

Sytoxgreen (Invitrogen, S7020) was used to quantify cell death in all 3 cell lines (MCviPI mutant, MSssI, and MCviPI) after treatment with varying concentrations of ferroptosis inducer RSL3 (0–20 µM, 1:2 dilution steps) according to the manufacturer’s protocol (n = 3 biologically independent samples per cell line). Briefly, cells were seeded at a density of 5 × 10^5^ cells/well in a 96-well plate and treated with RSL3 for 24 h. Afterwards, SYTOX green was added, and fluorescence was measured at 485 nm excitation and 520 nm emission using a microplate reader (FLUOstar Omega, BMG Labtech). Statistical analysis was carried out using a two-way ANOVA test with Tukey’s correction for multiple comparisons. A *p*-value < 0.05 was considered statistically significant.

### 4.12. Seahorse

Mitochondrial respiratory function was examined using the Seahorse XFp Cell Mito Stress Test Kit (Agilent Technologies, 103010-100) according to the manufacturer’s instructions. Briefly, 8 × 10^3^ cells/well resuspended in 80 µL complete DMEM were seeded in an 8-well XFp cell culture miniplate (Agilent Technologies, 103025-100; 3 wells with untreated cells and 3 wells with cells treated for 24 h with 1 mM FFA of the same cell line). The day after the 24 h treatment, XF DMEM pH 7.4 (assay medium), supplemented with Seahorse XF Glucose (10 mM), Seahorse XF Pyruvate (1 mM), and Seahorse XF L-Glutamine (2 mM), was used to rinse the cells (60 µL of growth medium is removed, 200 µL of assay medium is added, 200 µL medium is removed, and 160 µL of assay medium is added), and the cell culture miniplate was placed into a 37 °C non-CO_2_ incubator for 45 min to 1 h prior to the assay. Next, the Seahorse was calibrated and loaded with the XFp sensor cartridge filled with 1.5 µM oligomycin (Port A), 3 µM FCCP (Port B), and 0.5 µM Rotenone/Antimycin A (Port C). Afterwards, the cell culture XFp miniplate was loaded into the Seahorse XFp analyzer (Seahorse Biosciences, Agilent Technologies), and the real-time oxygen consumption rate was measured for 1.5 h. First baseline respiration was measured (Basal OCR) prior to mitochondrial perturbation by sequential injection of 1.5 µM oligomycin (a complex V inhibitor to decrease the electron flow through ETC); 3 µM FCCP (the uncoupling agent to promote maximum electron flow through ETC); and a mixture of 0.5 µM Rotenone/Antimycin A (complex I and complex II inhibitors, respectively, to shut down the mitochondria-related respiration). The data were analyzed using Agilent Seahorse analytics. Statistical analysis was carried out using a two-way ANOVA test with Tukey’s correction for multiple comparisons. A *p*-value < 0.05 was considered statistically significant.

### 4.13. Electron Microscopy

Cells were seeded in a T25 culture flask in a humidified atmosphere (37 °C and 5% CO_2_). Reaching approximately 70% confluency, cells were trypsinized (Thermo Fisher Scientific, 25300062), and 1 × 10^6^ were pelleted and fixed in a 0.1 M sodium cacodylate-buffered (pH 7.4) 2.5% glutaraldehyde and 0.05% CaCl_2_.2H_2_O solution at 4 °C overnight. Fixative was removed, and the sample was rinsed three times with 0.1 M sodium cacodylate, pH 7.4 (Sigma-Aldrich, 6131-99-3) containing 7.5% saccharose (Sigma-Aldrich, 57-50-1) at room temperature. Next, cells were incubated for 1 h in 1% osmium tetroxide (OsO_4_) (Sigma-Aldrich, 20816-12-0). After dehydration in an ethanol gradient, cells were embedded in an EM-bed 812 resin mixture (Electron Microscopy Sciences, Hatfield, PA, USA, EMS14120). Ultrathin sections were stained with lead citrate, and samples were examined in a Tecnai G2 Spirit Bio Twin Microscope (Thermo Fisher Scientific, FEI, Eindhoven, The Netherlands) at 120 kV. Quantification of the mitochondrial morphology was performed manually by delineating mitochondria and measuring circularity, aspect ratio ([(major axis)/(minor axis)], which reflects the ‘length-to-width ratio), and surface area in Fiji [82], as described by Lam et al. [83]. Statistical analysis was carried out using a one-way ANOVA test with Dunnett’s correction for multiple comparisons. A *p*-value < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
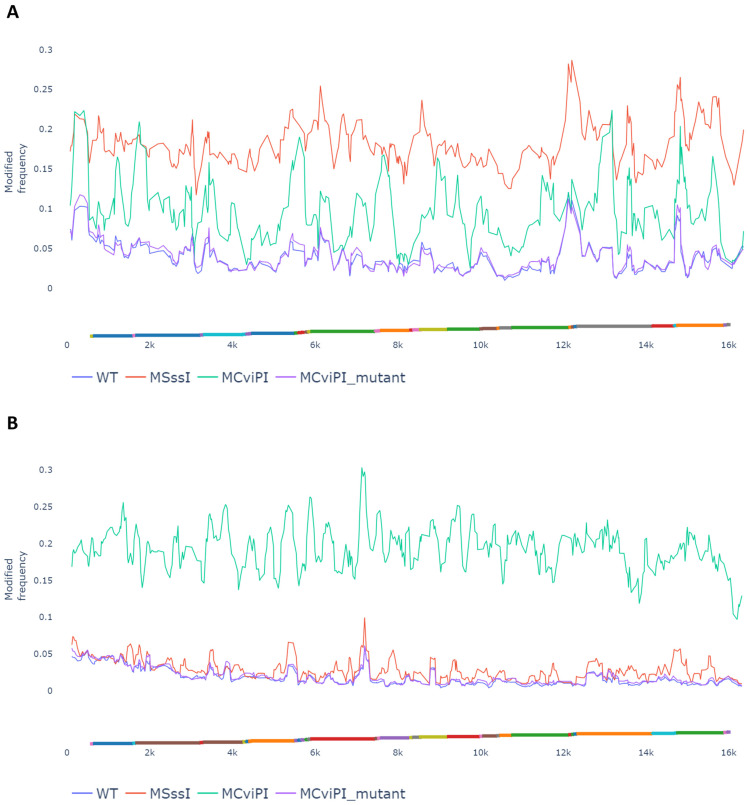
Mitochondrial MCviPi or MSssI overexpression increases mitochondrial GpC or CpG methylation, respectively. Modified frequency showing the per read per position frequency of CpG (**A**) or GpC (**B**) methylation in the mitochondrial genome of the different cell lines. WT and MCviPI mutants are both control cell lines with no expression (untransfected) or overexpression of an inactive DNMT (mock transfected), respectively. MCviPI overexpresses a GpC DNMT targeted to the mitochondrial genome; MSssI overexpresses a CpG DNMT targeted to the mitochondrial genome. Mitochondrial genes are represented as different colors on the *x*-axis.

**Figure 2:**
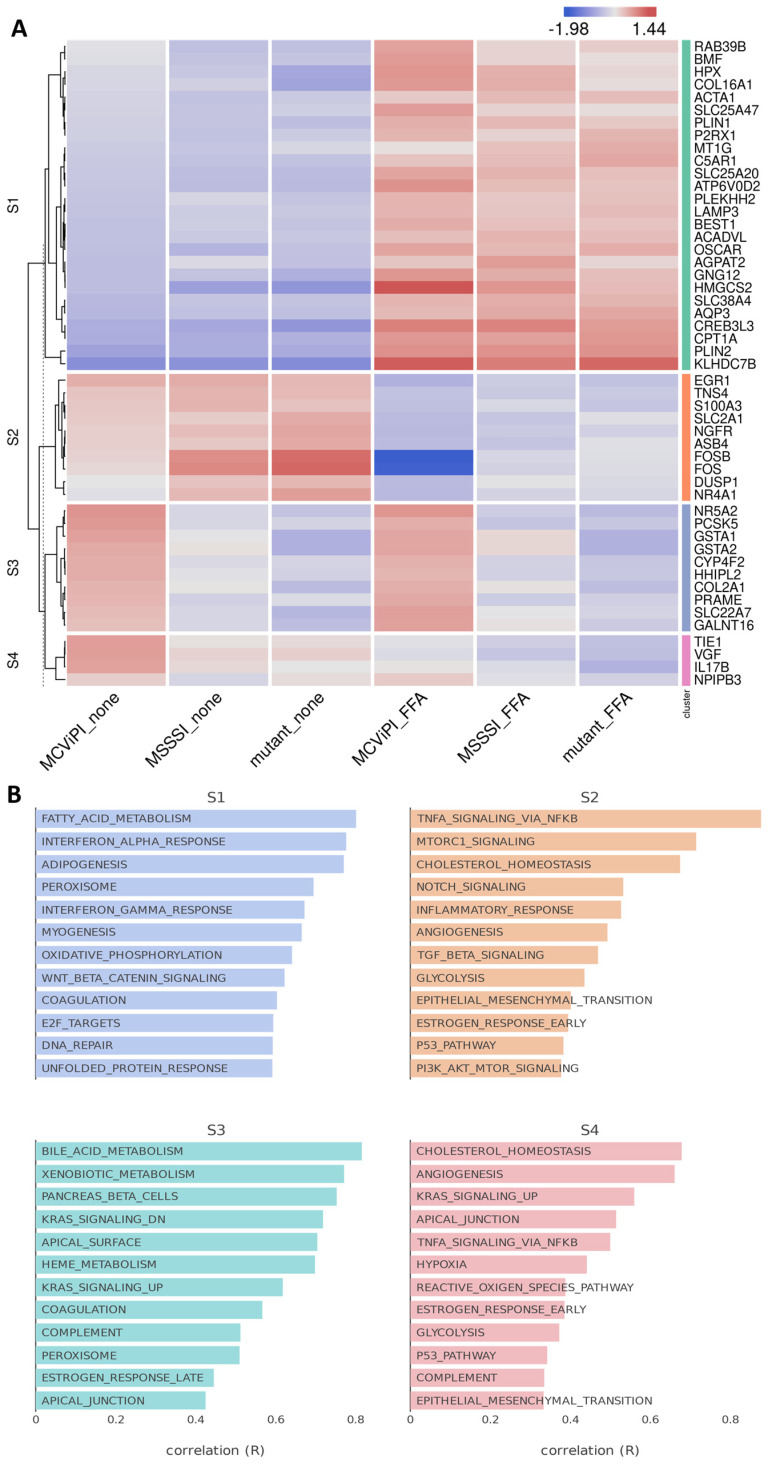
Mitochondrial GpC hypermethylation specifically upregulates bile acid metabolism. (**A**) Heatmap representation of differentially expressed genes in three different HepG2 cell lines overexpressing a GpC DNMT MCviPI (MCviPI), a CpG DNMT (MSSSI), or overexpressing a GpC/CpG DNMT deficient MCviPI mutant. Cells were left untreated (none) or treated with 1 mM FFA for 24 h (FFA) to induce a MASLD phenotype in vitro. (**B**) Pathway enrichment analysis of four main differentially expressed gene clusters.

**Figure 3:**
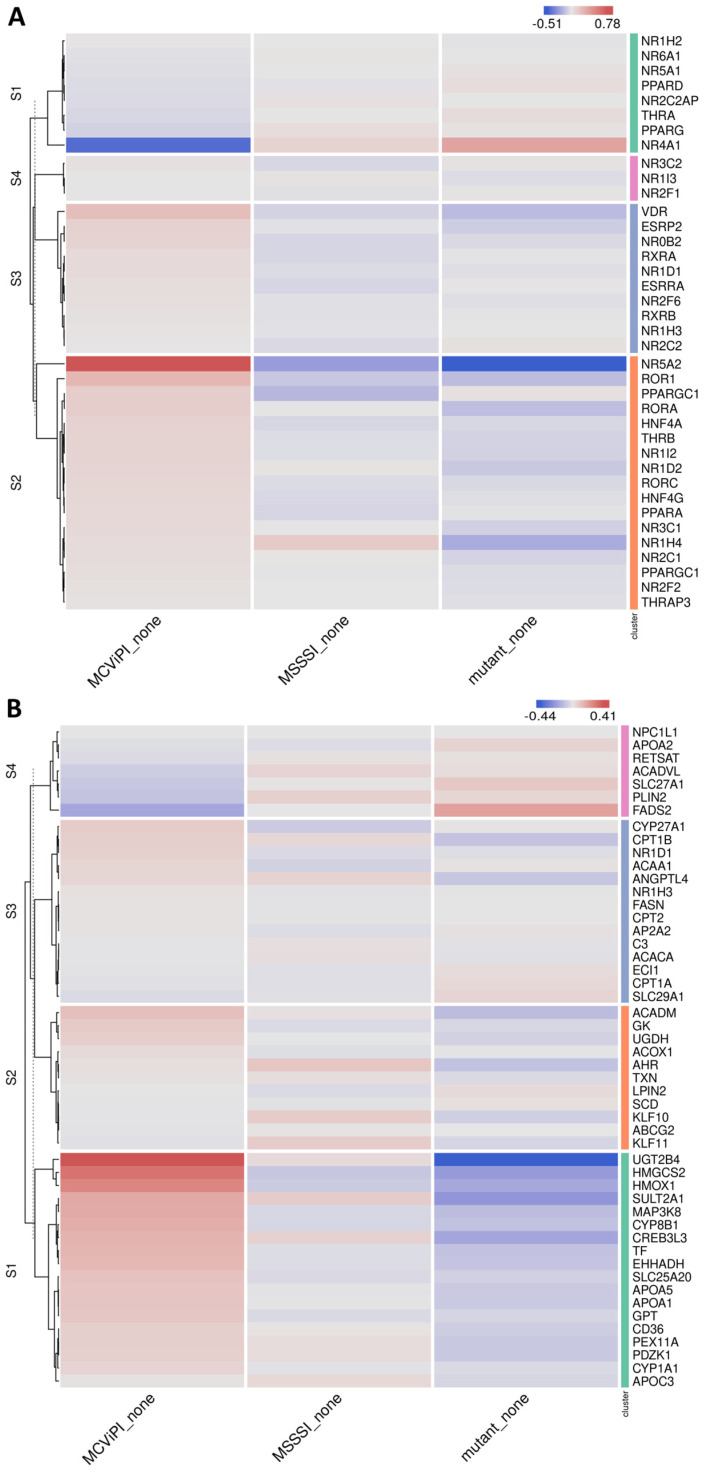
Mitochondrial GpC hypermethylation upregulates nuclear receptors and PPARα target genes involved in bile acid metabolism. Heatmap representation of differentially expressed nuclear receptors (**A**) or PPARα target genes (**B**) in three different untreated (none) HepG2 cell lines overexpressing a GpC DNMT MCviPI (MCviPI), a CpG DNMT (MSSSI), or overexpressing a GpC/CpG DNMT deficient MCviPI mutant.

**Figure 4:**
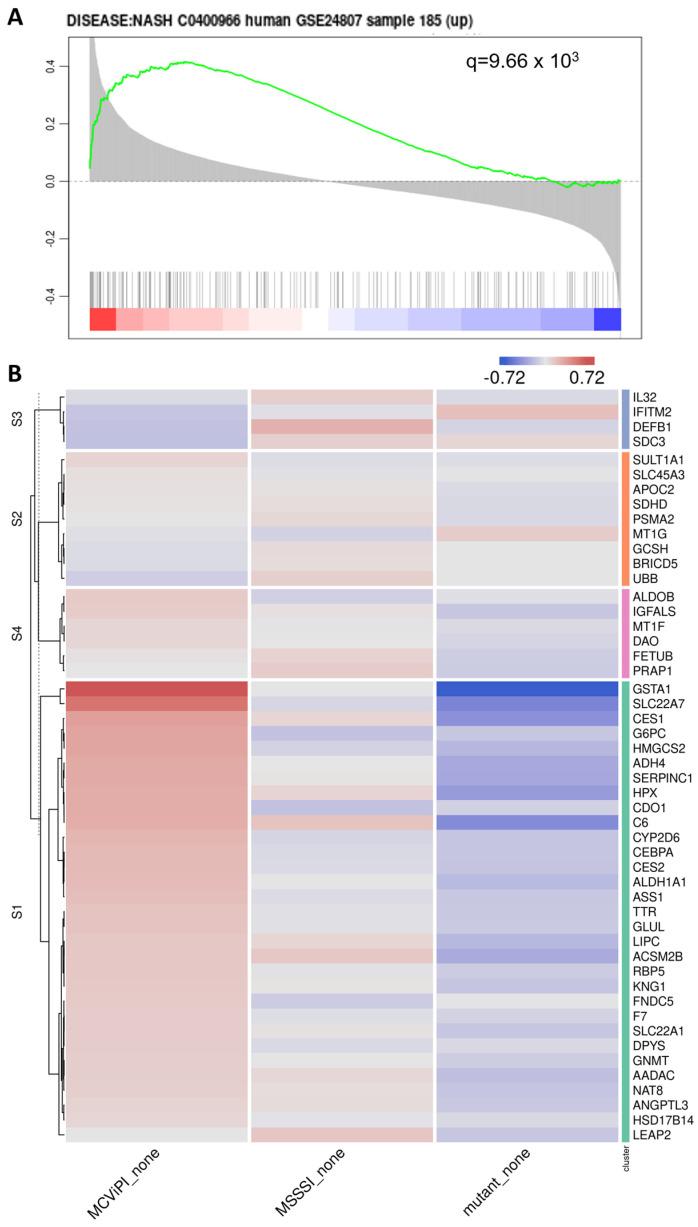
Mitochondrial GpC hypermethylation gene expression changes show enrichment of a MASLD gene signature. (**A**) Functional GSEA enrichment of MASLD-associated genes correlating with mitochondrial GpC methylation (MCviPI_none vs. Mutant_none). The green curve corresponds to the ‘running statistics’ of the enrichment score (ES). The more the green ES curve is shifted to the upper left of the graph, the more the gene set is enriched in the first group. Black vertical bars indicate the rank of genes in the gene set in the sorted correlation metric. FDR is represented by the q-value in the figure. The figure was generated using the Omics Playground tool (v3). (**B**) Heatmap representation of MASH-related gene signature (GSE24807) in 3 different HepG2 cells overexpressing a GpC DNMT MCviPI (MCviPI), a CpG DNMT (MSSSI), or overexpressing a GpC/CpG DNMT deficient MCviPI mutant. Cells were left untreated (none).

**Figure 5:**
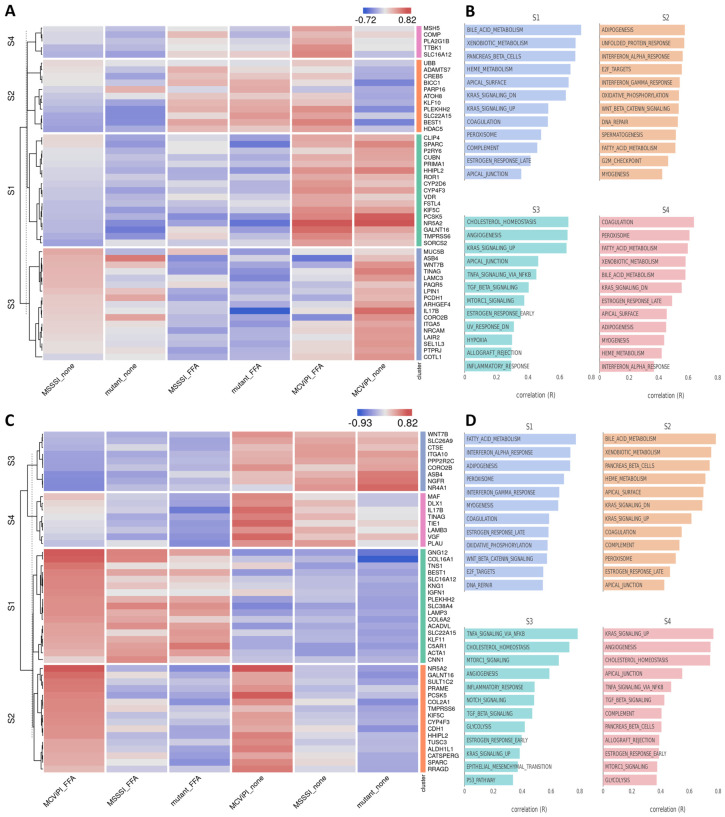
Mitochondrial GpC hypermethylation changes bile acid metabolism through epigenetic mito-nuclear communication. Heatmap representation of four differentially expressed gene clusters that are also differently methylated (DB > |0.1|) in MCviPI versus McviPI mutant cells left untreated (**A**,**B**) or treated with 1 mM FFA (**C**,**D**).

**Figure 6:**
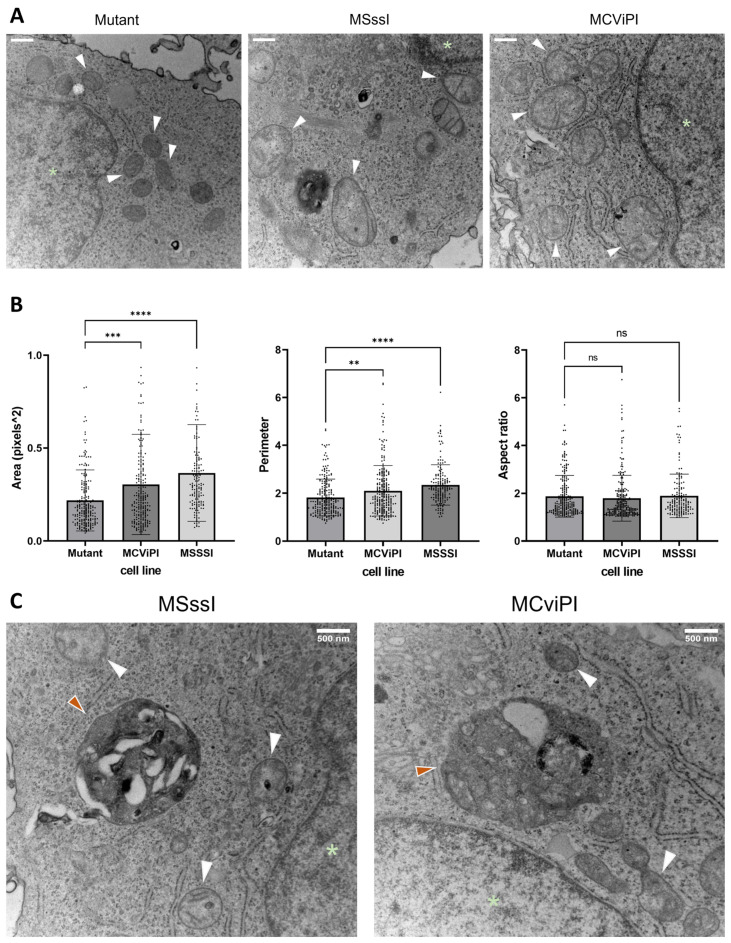
Mitochondrial hypermethylation-induced morphological changes. (**A**) Representative images of TEM of the reference MCviPI mutant cell line and the mitochondrially CpG or GpC methylated cell lines MSssI and MCviPI, respectively. White arrowheads indicate mitochondria, and green asterisks indicate the nucleus (scale bar (upper left) represents 500 nm). (**B**) quantification of surface area, perimeter, and aspect ratio of the mitochondria in the three cell lines (n = 2 biologically independent samples). Each data point represents a different mitochondrium (n = 158–234 mitochondria). Data are shown as mean ± s.d.; (ns = not significant; ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, One-way ANOVA with Dunnett’s correction for multiple comparisons). (**C**) Representative images of TEM imaging of the mitochondrially CpG or GpC-methylated cell lines MSssI and MCviPI, respectively. White arrowheads indicate mitochondria, a green asterisk indicates the nucleus, and orange arrowheads indicate autophagosomes.

**Figure 7:**
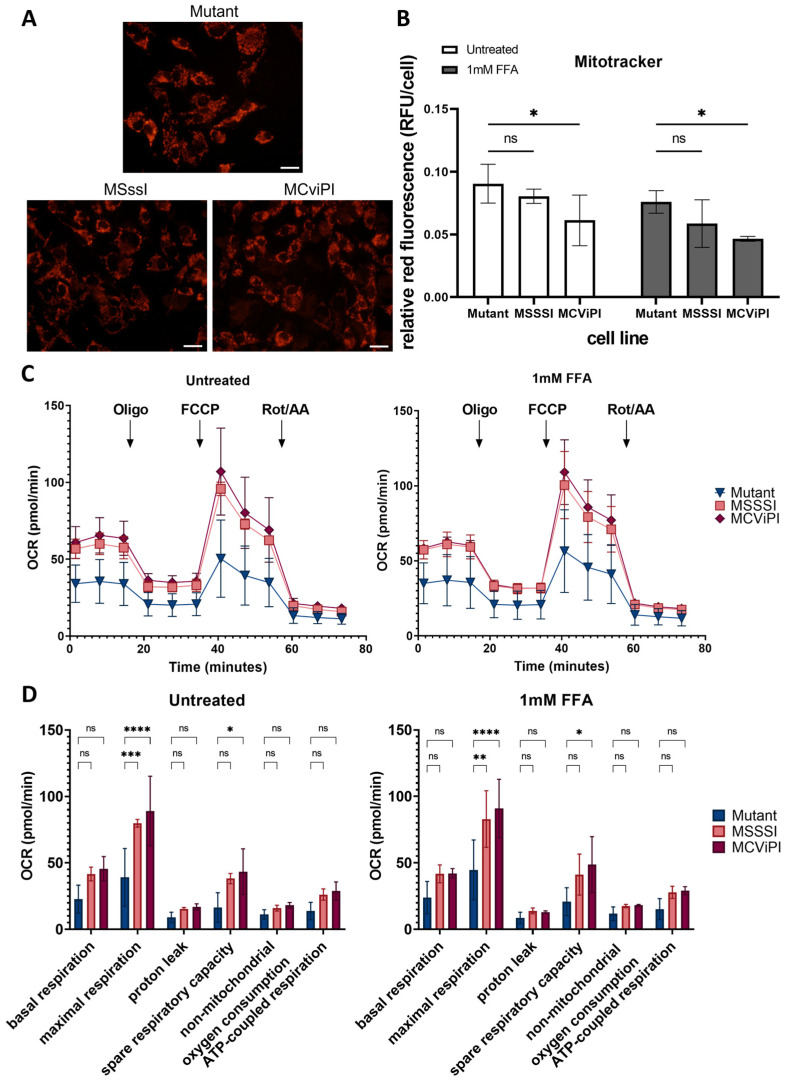
Characterization of mitochondrial distribution and metabolic function upon mitochondrial CpG/GpC hypermethylation. (**A**) Mitochondria stained with Mitotracker Red CMXRos dye in untreated cells (scale bar represents 100µM), and (**B**) Quantification showing relative fluorescence per cell based on the overall fluorescence to the total amount of cells in all cell lines (MCviPI mutant (mutant), MsssI (MSSSI), McviPI, and WT) (n = 3 independent biological replicates, two-way ANOVA test with Šidák’s correction for multiple comparisons). (**C**) The Seahorse XF Cell Mito Stress assay was used to measure changes in oxygen consumption rate after different triggers that inhibit or activate mitochondrial respiration (Oligo = oligomycin; FFCP; Rot/AA = rotenone and antimycin), both untreated (left) and treated with 1 mM FFA for 24 h cells (right). (**D**) Quantification of several aspects of mitochondrial respiration based on changes in oxygen consumption. Data are shown as mean ± s.d.; n = 3 independent biological replicates (ns = not significant; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, two-way ANOVA with Tukey’s correction for multiple comparisons).

**Figure 8:**
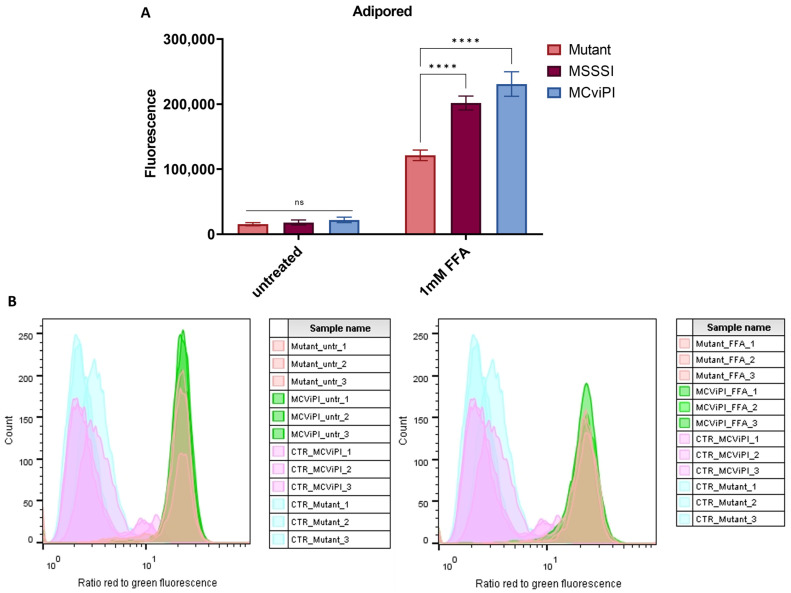
Mitochondrial hypermethylation induces lipid accumulation under lipid stress, without further lipid peroxidation. (**A**) Quantification of lipid droplets in both untreated and 24 h treated with 1 mM FFA cell lines (MCviPI mutant (mutant), MsssI (MSSSI), and MCviPI) with Adipored fluorescent staining. Data are shown as mean ± s.d.; n = 3 independent biological replicates (ns = not significant; **** *p* < 0.0001, two-way ANOVA with Tukey’s correction for multiple comparisons). (**B**) Lipid peroxidation quantification with the Image-iT Lipid Peroxidation kit using flow cytometry. The lipid peroxidation reagent is a ratiometric probe, and the signal is detected on a flow cytometer with 488 nm laser excitation and fluorescence emission measured at 530/30 nm and 532 nm laser excitation and fluorescence emission measured at 585/42 nm. The data are represented as the ratio of red/green fluorescence intensities. Ratios are lower (indicating greener signal) in cells treated with cumene hydroperoxide (positive control; CTR), but there is no difference between ratios of the MCviPI mutant (Mutant) and MCviPI cell line, both untreated and treated with 1 mM FFA for 24 h (n = 3 independent technical replicates).

**Figure 9:**
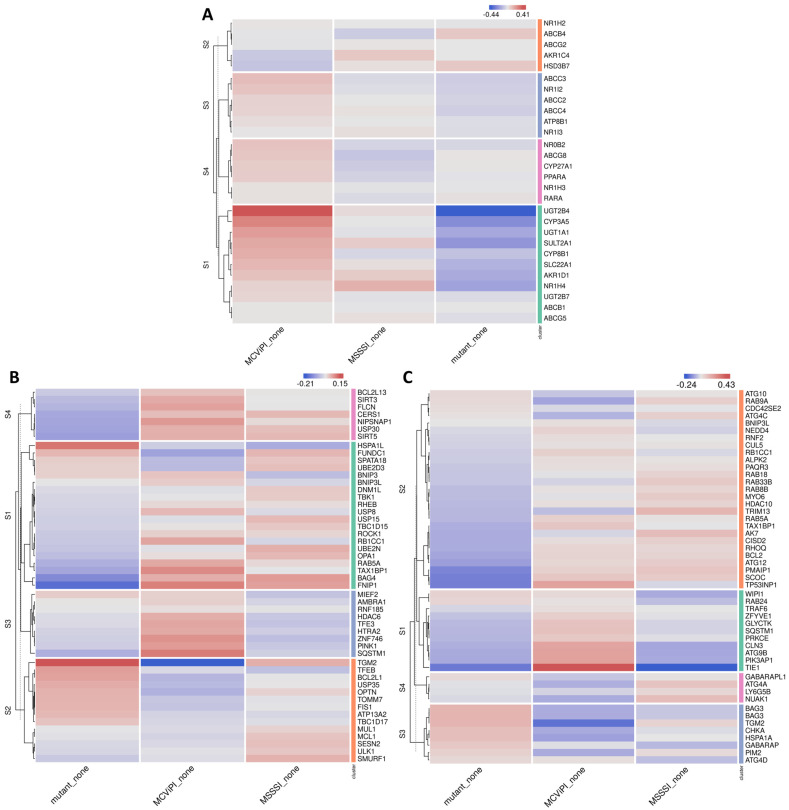
Mitochondrial CpG and GpC hypermethylation induce upregulation of mitophagy- and autophagy-related genes. Heatmap representation of differentially expressed genes related to (**A**) cholestasis, (**B**) mitophagy, and (**C**) autophagy in 3 different untreated cell lines, including a cell line overexpressing an inactive MCviPI DNMT named MCviPI mutant (Mutant) and the MCviPI cell line or MSssI cell line overexpressing the GpC DNMT MCviPI and CpG DNMT MSssI, respectively. (n = 3 biologically independent replicates).

## Data Availability

The data presented in this study are openly available in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/), reference numbers GSE240988, GSE241526, and PRJNA956894.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms242216412/s1.

How the deposited data were processed for this re-analysis (not part of the article)

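RNA was sequenced from HepG2 cell lines that overexpress mitochondrially targeted MCviPI, MSssI or the inactive MCviPI mutant, untreated or treated for 24 h with 1 mM FFA. The 23 libraries form 6 groups of 4 replicates, except the untreated MCviPI mutant with 3. Groups were taken from the sample labels and the paper's methods, and untreated MSssI replicate 1, whose labels conflict, was kept in the group given by its title. The methylation arrays, the nanopore reads, the qPCR and the imaging of the study were not analysed here, and no genome sequence was compared.

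The authors deposited whole-number read counts per gene for 61852 Ensembl gene identifiers, made after alignment to GRCh38 with STAR according to the paper. These counts are not normalized. The counting tool, annotation and strand setting are not named in the paper's text. No column of the count table was left unused (0 columns). Gene symbols, positions and exonic GC content were taken from GENCODE release 44 on GRCh38 by gene identifier, which matched 61757 of the 61852 identifiers.

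From the counts, edgeR 4.0.16 in R 4.3.3 was used with its expression filter by group (18044 genes passed, 12 of them without an annotation), TMM scaling, 1 model over all 6 groups and the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Standard errors of log2 fold changes were computed from the fold change and the test statistic. CPM values use TMM-scaled library sizes, and log2 CPM a prior count of 2. The total count per library ranged from 26.1 to 97.7 M (mega), and the common dispersion was 0.00252, so that for genes with many counts the spread between replicates rather than counting noise limits the precision. Genes with few CPM have wider errors, which the standard errors give.

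The comparisons were MSssI and MCviPI each against the MCviPI mutant, untreated and with FFA, MCviPI against MSssI untreated, FFA against untreated within each cell line, and the difference of the FFA responses between each methylating cell line and the MCviPI mutant as an interaction. Genes called in both untreated comparisons or in 1 of them were counted without the mitochondrially encoded genes, because the paper counts nuclear genes. Correlations of log2 fold changes are Pearson's r across genes and have no p-value, because genes are not replicates.

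Gene lists were tested with limma 3.58.1, by camera with a preset correlation of 0.01 on log2 CPM, adjusted by Benjamini-Hochberg over the lists of a comparison, and with fry and with camera's estimated correlation as alternatives. The lists are the genes read by eye from Figure 2A (clusters S1, S2, S3 and S4), Figure 3A, Figure 3B, Figure 4B, Figure 5A, Figure 5C and Figures 9A, 9B and 9C, and, written from general knowledge, autophagy machinery, mitophagy receptors and ligases, bile acid synthesis and transport, mitochondrial fatty acid oxidation, cholesterol synthesis, mitochondrially encoded genes, integrated stress response, interferon-stimulated genes, proliferation and secreted hepatocyte proteins. The paper's own enrichment platform and gene sets were not used here. Under fry, the calls printed beside the paper's statements held except for the autophagy machinery in MSssI, and bile acid synthesis and transport in MSssI became a call. Under the estimated correlation they held except for the targets of Figure 3B in MCviPI and the autophagy machinery in MSssI.

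The comparisons, tests, lists and alternatives were chosen before the data were examined, apart from the GC correction, which was added after the GC trend of untreated MCviPI mutant replicate 4 had been seen, and the block described below. The genes to be named were fixed by a rule at the same time: every gene the paper names in its text or prints in the heatmaps above, the members of the other lists and, for each comparison, the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and every replicate of one group beyond every replicate of the other. Mitochondrial tRNA genes and chromosome regions were singled out after their values were seen.

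The alternatives were DESeq2 1.42.0 in place of edgeR, relative log expression or upper quartile scaling, genes with at least 1 count or with at least 10 counts in every library, only the groups compared in the fit, replicate numbers as a block, replicates 1, 2 and 4 alone, an adjusted p under 0.01, a fold change of at least 1.5 or a log2 fold change of at least 1, and each library left out in turn. Ranges given over the alternatives do not include the fits with 1 library left out, whose values are given by library. The GC correction removes from each library a spline (6 degrees of freedom) of its deviation on exonic GC content, fitted on genes with a mean log2 CPM above 2.

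The replicate numbers come from the sample titles, and the paper and the labels do not say what they mark. For 1 of the 15 pairs of groups, the untreated MCviPI mutant and MSssI, the deviations from the group means of every pair of libraries with the same number correlated above 0.1 (r = 0.39, 0.20 and 0.20, and from 0.13 to 0.31 after the GC correction), as did 2 of the 24 ways of matching these libraries. A fit with these numbers as a block within these groups, with and without the GC correction, was added for this comparison after the data were seen.

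The fits were tested on simulated counts of the 18044 genes with 200 genes changed by known fold changes. EdgeR called 182 of the changed genes, with 37 of 50 at a 1.25-fold change, 45 of 50 at a 1.5-fold change and 50 of 50 at a 2-fold change, and 8 of 17779 unchanged genes. With a GC trend added to 1 simulated library, the correction lowered its correlation with GC content from 0.898 to 0.0121 and the unchanged genes called from 38 to 9. A list of 20 changed genes was recovered by camera, and 1 of 100 random lists had an unadjusted p under 0.05.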

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

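Of the tests below, the count of outlying libraries, the tests on genes outside the figures and the other splits of the samples were set before the results were seen. The tests on the FFA response of the secreted hepatocyte proteins were chosen only after that result was seen.

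Single libraries lay far from the other 3 of their group for 4 genes. The log2 CPM of NR0B2 was 5.97 in FFA-treated MSssI replicate 3 (6.04 to 6.05 in the others), that of NR1H3 was 4.77 in FFA-treated MCviPI replicate 3 (4.61 to 4.63), that of HNF4A was 8.26 in FFA-treated MSssI replicate 1 (8.37 in each of the others) and that of SULT2A1 was 6.92 in FFA-treated MCviPI replicate 4 (7.05 to 7.07). With 105 groups of 4 libraries examined, 5.25 such groups are expected by chance and up to 10 lie within the 95% binomial range, so that 4 is no more than chance gives. The 4 cases fall on 4 different libraries. No biological explanation was tested.

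The list of secreted hepatocyte proteins responded differently to FFA in MSssI than in the MCviPI mutant, by the interaction tested with camera (adjusted p = 0.0020). The median difference was 0.09 on the log2 scale, with 22 of 29 genes positive, and 0 of the genes were called on their own (1 higher when adjusted over the list alone). The interaction of MCviPI against the MCviPI mutant was not called for this list (adjusted p = 0.24). After the GC correction the adjusted p was 6.3e-04, which argues against GC content as the cause. Without untreated MCviPI mutant replicate 4, the library that lies apart from its group, it was 0.081, without FFA-treated MCviPI mutant replicate 3 it was 0.089 and without untreated MSssI replicate 4 it was 0.058. With the correlation between the genes estimated from the data it was 0.99, and with fry 0.81, in a range from 6.3e-04 to 0.99 over the alternatives other than leaving out 1 library. Of 35 splits of the libraries, the real one and others drawn at random within each treatment, 2 gave a camera p as small. Correlated genes are therefore a candidate explanation. The call was lost without any of these libraries, so that the values do not single out untreated MCviPI mutant replicate 4 as the cause. An effect of CpG methylation on the FFA response stays open and untested.

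Genes outside the paper's figures were among the largest changes of MSssI against the MCviPI mutant in untreated cells and changed in the same direction with FFA. An uncharacterised long noncoding RNA gene, ENSG00000260257 (chromosome 20 of GRCh38, 32856621 to 32858751), had a log2 fold change of 1.13 (standard error 0.25, edgeR adjusted p = 0.015) and of 1.27 with FFA, and was not called without untreated MCviPI mutant replicate 2 (edgeR adjusted p = 0.086) or untreated MSssI replicate 4 (0.065). The chemokine gene CXCL8 (chromosome 4, 73740519 to 73743716) rose by 0.79 (standard error 0.11, edgeR adjusted p = 2.4e-05) and by 0.60 with FFA. The long noncoding RNA LINC00958 (chromosome 11, 12961541 to 12989597) had a log2 fold change of −0.77 (standard error 0.07, edgeR adjusted p = 1.5e-08) and of −0.83 with FFA, ANGPTL1 (chromosome 1, 178849535 to 178871077) one of −0.63 (standard error 0.11, edgeR adjusted p = 0.0021, and 0.096 with only the groups compared) and of −0.48 with FFA, DEPP1 (chromosome 10, 44970981 to 44978809) one of −0.59 (standard error 0.09, edgeR adjusted p = 3.8e-04) and of −0.41 with FFA, and EDN1 (chromosome 6, 12290361 to 12297194) one of −0.58 (standard error 0.09, edgeR adjusted p = 3.8e-04) and of −0.41 with FFA.

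In MCviPI, LINC00958 had a log2 fold change of −1.09 in untreated cells (standard error 0.07, edgeR adjusted p = 1.4e-12) and of −0.92 with FFA. PCDHGC3 (chromosome 5, 141475947 to 141512977), a member of a clustered family that shares exons and whose reads could be counted on other members, had −0.98 (standard error 0.15, edgeR adjusted p = 4.8e-05) and −1.09 with FFA, ISM2 (chromosome 14, 77474394 to 77498816) −0.71 (standard error 0.09, edgeR adjusted p = 1.2e-06) and −0.53 with FFA, and PLAAT3 (chromosome 11, 63573195 to 63616883) −0.71 (standard error 0.11, edgeR adjusted p = 9.7e-05) and −0.49 with FFA. Of these 10 changes in both cell lines, 10 were still called after the GC correction and 10 without untreated MCviPI mutant replicate 4, which argues against GC content or that library as the cause. Since each cell line was derived once in the data at hand, an effect of the methyltransferase and a difference between the lines that arose in their selection were not separated by any test here, and both stay open as explanations.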

How the results depend on the processing

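The GC correction was chosen only after the GC trend of untreated MCviPI mutant replicate 4 was seen, and the block of the untreated MCviPI mutant and MSssI libraries after their correlations were seen, and all other alternatives were set before. No result reversed its direction. Of the gene list results that were followed, 473 under the other alternatives stayed the same, 16 became weaker and 1 stronger, and with 1 library left out 342 stayed the same and 10 became weaker. These counts do not cover every list tested. They leave out the integrated stress response genes in MSssI, whose call was lost with fry and with the estimated correlation. Of the single genes named, 1339 stayed the same, 51 became weaker and 13 stronger, and with 1 library left out 1013 stayed the same, 88 became weaker and 6 stronger. Of the counts of DEG, 96 stayed within 1.5 times and 75 moved, and with 1 library left out 105 stayed and 19 moved. Of the correlations, 19 stayed and 9 moved. Where a threshold was made stricter, the counts fell by construction, and in the other cases, among them the changed filters, the cause was not tested.

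The counts below are in the order MSssI and MCviPI against the MCviPI mutant untreated (158 and 1059 in the fit reported), MCviPI against MSssI untreated (695), MSssI and MCviPI against the MCviPI mutant with FFA (1348 and 1631), and FFA against untreated cells in the MCviPI mutant, MSssI and MCviPI (1208, 2147 and 1989). A log2 fold change of at least 1 left 4, 91, 36, 23, 110, 73, 86 and 124 genes, a fold change of at least 1.5 left 25, 221, 122, 75, 279, 171, 201 and 290, an adjusted p under 0.01 left 75, 495, 334, 532, 712, 631, 1173 and 1084, and DESeq2 with a log2 fold change of at least 1 left 2, 55, 7, 3, 58, 44, 27 and 64. For genes called in MSssI alone, in MCviPI alone and in both (67, 959 and 89), these thresholds gave 2, 88 and 2, then 14, 207 and 11, then 30, 445 and 44, and with DESeq2 2, 54 and 0.

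With DESeq2 at the same threshold, 306 genes were called for MSssI untreated, 139 in MSssI alone and 164 in both cell lines, and 2 for the difference in FFA response of MSssI (0 in the fit reported). With every gene of at least 1 count tested, the same counts were 306, 128 and 172, and the differences in FFA response called 142 genes for MSssI and 23 for MCviPI. With only the groups compared in the fit, 33 and 383 genes were called for MSssI and MCviPI untreated, 1677 between them and 438 for FFA in the MCviPI mutant, with 9 in MSssI alone, 352 in MCviPI alone and 23 in both. With replicates 1, 2 and 4 alone, 84 genes were called for MSssI untreated, 371 for MCviPI against MSssI, 532 and 843 for MSssI and MCviPI with FFA, and 766 and 1110 for FFA in the MCviPI mutant and MCviPI, with 33 in MSssI alone and 49 in both. With the GC correction, 334 and 1658 genes were called for MSssI and MCviPI untreated and 1178 between them, with 149 in MSssI alone, 1465 in MCviPI alone and 181 in both.

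With 1 library left out, the counts ranged from 85 to 257 for MSssI untreated, from 401 to 581 for MCviPI against MSssI, from 629 to 1345 and from 1049 to 1396 for MSssI and MCviPI with FFA, from 0 to 9 and from 0 to 4 for the differences in FFA response of MSssI and MCviPI, from 33 to 88 in MSssI alone and from 51 to 167 in both.

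Among the gene lists, bile acid synthesis and transport in MSssI passed only with fry (adjusted p = 0.0353). The list of Figure 3B in MCviPI was not called with the estimated correlation (0.177). The autophagy machinery in MSssI was not called with upper quartile scaling (0.0555), every gene of at least 1 count (0.0623), 10 counts in every library (0.0774), only the groups compared (0.0631), fry (0.201) or the estimated correlation (0.422). With 1 library left out, the adjusted p ranged from 1.6e-04 to 0.0689 for Figure 3A, from 2.9e-04 to 0.0689 for Figure 3B and from 0.0404 to 0.159 for the autophagy machinery.

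Across all genes that passed the filter, the FFA responses of the MCviPI mutant and MSssI, of the MCviPI mutant and MCviPI, and of MSssI and MCviPI correlated with r = 0.43, 0.46 and 0.46. These were 0.516, 0.596 and 0.591 for genes with 10 counts in every library, 0.0433, 0.0570 and 0.0614 with DESeq2 over every gene with a count, and 0.0333, 0.0307 and 0.0439 with every gene of at least 1 count. The set of genes differs between these settings, and the share of each gene class in the moves was not tested.

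Whether equal replicate numbers pair the libraries was examined by correlating their deviations from the group means. The 55 pairs with the same number had a median r of −0.051 (−0.38 to 0.39), with 16 above 0.1, and the 165 pairs with different numbers a median r of 0.019, so that the numbers do not pair the libraries in general. With the numbers as a block over all groups, 166 and 981 genes were called for MSssI and MCviPI untreated and 625 between them, and the edgeR adjusted p in untreated MCviPI was 0.051 for both NR1H4 and MT-CO1 and 0.068 for MT-TS2. The untreated MCviPI mutant and MSssI are the exception. With the numbers as a block within these groups alone, 183 genes were called (137 of the 158), and no call of a gene list or named gene changed. With this block and the GC correction together, 294 genes were called (143 of the 158), against 334 with the GC correction alone, and SLC22A7 became a call in MSssI (edgeR adjusted p = 0.049). MT-TP, which was not called in MSssI in the fit reported (0.061), was called with both (0.012) and already with the GC correction alone (0.031), with DESeq2 (adjusted p = 0.024), with every gene of at least 1 count (0.0049) and without untreated MSssI replicate 4 (0.043), in a range from 0.0049 to 0.18 over the alternatives. The block changed no other call.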

Differences from the paper's values

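The paper states 43 nuclear genes as DEG in the MSssI cell line alone in untreated cells, and 67 were called here. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with upper quartile scaling (58), with replicates 1, 2 and 4 alone (33), with an adjusted p under 0.01 (30), without untreated MCviPI mutant replicate 4 (63) and without each of the untreated MSssI replicates 1 to 4 (52, 33, 45 and 45). The others did not bring it there, and DESeq2 in place of edgeR gave 139.

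The paper states 58 genes as common to both cell lines, and 89 were called in both here. The count came within 1.5 times the paper's with upper quartile scaling (83), with replicates 1, 2 and 4 alone (49), with an adjusted p under 0.01 (44), without untreated MCviPI mutant replicates 2 (84) or 4 (84), without untreated MSssI replicates 1 to 4 (58, 51, 69 and 69) and without untreated MCviPI replicates 1 to 4 (78, 79, 77 and 79). The other alternatives set before the data were examined did not, and DESeq2 gave 164.

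The paper states that NR0B2, NR1H3, NR1I2, PPARA and HNF4 genes increased in the MCviPI cell line. In untreated cells NR0B2 had a log2 fold change of 0.12 (edgeR adjusted p = 0.23), NR1H3 of 0.01 (0.97), NR1I2 of 0.16 (0.097), PPARA of 0.06 (0.53) and HNF4G of 0.10 (0.56), and none of these was called. NR0B2 was called without untreated MCviPI mutant replicate 4 (edgeR adjusted p = 8.0e-04) and NR1I2 without untreated MCviPI replicate 3 (edgeR adjusted p = 0.037), and both with the GC correction, which was chosen after seeing the values (0.0083 and 0.030). With FFA, NR0B2 and NR1I2 were called higher in MCviPI. For NR1H3, PPARA and HNF4G no alternative gave a call in untreated cells. HNF4A was called (log2 fold change 0.14, edgeR adjusted p = 0.025), but not under every alternative (0.092 with only the groups compared, and 0.13, the highest, without untreated MCviPI mutant replicate 2).

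The paper states that the PPARα target CYP8B1 was elevated in the MCviPI cell line. Its log2 fold change was 0.33 in untreated cells and was not called (edgeR adjusted p = 0.17), under any alternative either, and with FFA it was 0.38 and called (edgeR adjusted p = 0.047, and from 0.035 to 0.22 over the alternatives), a call that was lost with DESeq2 (0.060), with every gene of at least 1 count tested (0.16), with only the groups compared (0.070), with replicates 1, 2 and 4 alone (0.22), without FFA-treated MCviPI mutant replicates 1 to 4 (0.12, 0.054, 0.11 and 0.079) and without FFA-treated MCviPI replicates 2 to 4 (0.16, 0.11 and 0.073).

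The paper states that autophagy and mitophagy pathways were most prominently upregulated in the MCviPI and MSssI cell lines (Fig. 9). For the genes of Fig. 9B and Fig. 9C as lists, no difference from the MCviPI mutant was detected in either cell line (camera adjusted p from 0.50 to 0.84), under any alternative. Single genes were called in both directions in MCviPI, which a test for a shift in a common direction can miss. The paper used GSEA of stress gene signatures and also reports autophagosomes seen by electron microscopy, neither of which was repeated here.

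The paper describes autophagy as upregulated in the MSssI cell line as well. The separate list of autophagy machinery genes was slightly lower in untreated MSssI (camera adjusted p = 0.041, median log2 fold change −0.03), a call that was lost under 11 of the alternatives set before the data were examined, 5 of which left out 1 library, with the highest adjusted p of 0.42 under the estimated correlation.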

Other observations

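Apart from the other splits of the samples, the tests below were chosen only after the results they bear on were seen.

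Untreated MCviPI mutant replicate 4 lay apart from replicates 1 and 2. Its total of 33.4 M (mega) counts and the 9.31% of its counts on its 10 highest genes lie within the range of the other libraries (8.78% to 10.3% for the share), and its mean deviation over the fatty acid oxidation genes was −0.32, with the untreated libraries (−0.37 to −0.26) and not with the FFA libraries (0.19 to 0.36), which argues against depth, a few dominant genes and an FFA library under a wrong label. A spline on GC content removed 67.7% of the variance of its deviation, so that GC content bias is a candidate explanation for the larger part of it. No biological explanation was tested, since the replicates share 1 condition. Of the 1059 genes called for MCviPI and the 158 for MSssI in untreated cells, 1046 and 156 were also called after the GC correction (143 of the latter with the replicate block of these libraries as well), and 636 and 92 without this library, which argues against either as the cause of most calls.

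More genes were called for MCviPI than for MSssI although the untreated MCviPI libraries had the lower median total count, 34.2 against 49.3 M, so that depth does not account for it.

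The log2 fold changes of MSssI and MCviPI against the same untreated controls correlated across genes, which are not independent replicates, and simulated groups without a difference gave nearly as high an r (mean 0.625), so that the shared controls are a candidate explanation for the larger part of that correlation. For the 89 genes called in both cell lines this does not hold. The untreated MSssI comparison and the FFA comparison of MCviPI share no library, and 87 of the 89 genes had the same sign in both. Over all genes these comparisons correlated with r = 0.220, and the reverse pair with r = 0.177. Of the 89 genes, 70 were not called between MCviPI and MSssI, so that a change in the MCviPI mutant line itself and a common effect of both methyltransferases cannot be told apart, because both comparisons use the same reference line and no other reference was sequenced here.

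With FFA, 1348 genes were called in MSssI against the MCviPI mutant (497 higher and 851 lower) and 1631 in MCviPI (840 higher and 791 lower). With upper quartile scaling the split moved, to 717 higher of 1350 genes in MSssI (53.1% against 36.9%) and 1034 higher of 1515 in MCviPI (68.3% against 51.5%). Without FFA-treated MCviPI mutant replicate 2 or 3 or FFA-treated MSssI replicate 1 or 4 the MSssI count was 694, 629, 693 or 819, and without FFA-treated MCviPI mutant replicate 1 or FFA-treated MCviPI replicate 2 the MCviPI count was 1049 or 1057.

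Other splits of the libraries into groups of the same sizes were counted for each comparison, with 35 splits in each. These are all possible splits for the comparisons of 2 groups. For the differences in FFA response and for the genes called in 1 or both cell lines, they are the real split and a random draw of others. Only 1 split, the real one, gave as many DEG in the 5 comparisons between cell lines and in the 3 comparisons of FFA with untreated cells, and as many nuclear genes called in MCviPI alone or in both cell lines. As many genes called in MSssI alone were given by 2 splits. For the differences in FFA response, 5 splits for MSssI and 19 splits for MCviPI gave as many genes at an unadjusted p under 0.05. For gene lists, 1 split gave a camera p as small for cluster S1, cluster S2, fatty acid oxidation and cholesterol synthesis in each FFA comparison, for cluster S3, the bile acid list and the lists of Figures 4B, 5A and 9A in untreated MCviPI against the MCviPI mutant, for Figure 5C with FFA, for cluster S3 and the bile acid list between MCviPI and MSssI, and for the autophagy machinery in MSssI. It was 2 splits for cluster S3 and the list of Figure 4B in MSssI, for the list of Figure 3A and cluster S4 in MCviPI and for the list of Figure 9A between MCviPI and MSssI, and 5 splits for the list of Figure 3B in MCviPI. Splits other than the real one often gave a camera p under 0.05 too. Their number ranged from 3, for the autophagy machinery in MSssI, to 27, for cluster S1 in the MCviPI mutant. A split that mixes the groups unevenly keeps part of a real difference between them. These counts therefore do not measure how often camera gives such a p without a difference.

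Untreated MSssI replicate 1, whose labels conflict, had a mean deviation of −0.29 over the fatty acid oxidation genes, within the range of the untreated libraries, which argues against an FFA-treated library. Its cell line was examined with the 1724 genes called between MSssI and the MCviPI mutant in a fit of their FFA libraries alone. Over these genes, its mean deviation in the direction of MSssI was −0.021, against 0.0085 to 0.025 in the other untreated MSssI libraries and −0.12 to 0.023 in the untreated MCviPI mutant. The ranges of the cell lines overlap, so that this score decides nothing. The genes of cluster S3 of Figure 2A and of the Figure 5C cluster, which the paper may have chosen with this library among the others, do separate the lines. Over cluster S3 its mean deviation was −0.057, against −0.66 to −0.51 in the 7 MCviPI mutant libraries, −0.39 to −0.15 in the 7 other MSssI libraries and 0.68 to 0.79 in MCviPI, and over the Figure 5C cluster −0.091, against −0.60 to −0.42, −0.31 to −0.17 and 0.56 to 0.73. These values argue against a library of the MCviPI mutant line, although the library lies above the other MSssI libraries in both. It was placed by its title and by the paper's 4 replicates for that group, and not by these values. Without it, 111 genes were called for MSssI in untreated cells, 52 in MSssI alone and 58 in both cell lines.

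Genes of the long arm of chromosome 16 were higher in MCviPI than in both other cell lines. Among 197 windows of 40 neighbouring expressed genes (8349 genes), 10 were picked in untreated cells because they differed from both other cell lines in the same direction, and 3 of these join to a region on chromosome 16 from 58025754 to 90019890 with 146 genes, which were higher by 0.10 on average on the log2 scale against each of the other cell lines. In the FFA libraries, which were not used to pick it, the mean difference was 0.091 against the MCviPI mutant and 0.063 against MSssI (exact permutation test, two-sided, p = 0.0286 for both, the smallest that 4 libraries against 4 allow), and between MSssI and the MCviPI mutant it was 0.029 (exact permutation test, p = 0.0571). After the GC correction the difference against the MCviPI mutant was 0.0947, which argues against GC content. Of the 146 genes, 122 were higher with FFA in MCviPI and 30 were called higher, so that a copy-number difference between the lines is a candidate explanation. A change of regulation along the region cannot be told apart from it, because no DNA data were analysed here. Small shifts of whole windows were common in these data, with 88 of the 197 windows under 0.05 for MSssI against the MCviPI mutant with FFA, so that the region is 1 of many.

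The other regions picked by this rule were lower in untreated MCviPI than in both other cell lines. They lie on chromosome 6 from 30184455 to 31879046 (40 genes), on chromosome 10 from 17589032 to 68985068 (80 genes) and from 93667883 to 133422520 (142 genes), and on chromosome 11 from 85628573 to 110464884 (40 genes), with mean differences from the MCviPI mutant in the FFA libraries of −0.048 (exact permutation test, p = 0.0857), −0.10, −0.088 and −0.11 (exact permutation test, p = 0.0286 for each). Against MSssI with FFA they were −0.074, −0.010, −0.042 and −0.024 (exact permutation test, p = 0.0286, 0.80, 0.0286 and 0.714), and MSssI itself differed from the MCviPI mutant by 0.026, −0.090, −0.046 and −0.091. With FFA and without the GC correction, only the second region of chromosome 10 therefore reached the smallest possible p against both other cell lines. After the correction, the differences from the MCviPI mutant were −0.047, −0.089, −0.081 and −0.10 (exact permutation test, p = 0.0286 for each). Those from MSssI were then −0.050, −0.036, −0.046 and −0.057, without a test. The chromosome 6 region thus reached this p against the MCviPI mutant only after the correction.

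The mitochondrially encoded protein genes moved by at most 0.31 on the log2 scale in untreated cells. In MCviPI, MT-CO2 had a log2 fold change of −0.23 (edgeR adjusted p = 0.0016), MT-ND3 of −0.31 (0.0014) and MT-ND4L of −0.28 (0.0054), whereas MT-ND1, MT-CYB and MT-ND6 were not called (−0.07, 0.01 and 0.04, edgeR adjusted p = 0.55, 0.97 and 0.83). MT-CO1 was at −0.16 (edgeR adjusted p = 0.049), a call that was lost with upper quartile scaling (0.086), with 10 counts in every library (0.090), with only the groups compared (0.11), with replicates 1, 2 and 4 alone (0.18), without untreated MCviPI mutant replicates 1 (0.076) or 2 (0.13) and without untreated MCviPI replicates 1 to 4 (0.052, 0.061, 0.16 and 0.093), in a range from 0.0011 to 0.18 over the alternatives. In MSssI, MT-ND1, MT-CO1, MT-CYB and MT-ND6 were at 0.08, −0.02, −0.08 and 0.21 and were not called (edgeR adjusted p = 0.59, 0.94, 0.61 and 0.24), except MT-ND6 with every gene of at least 1 count tested (4.1e-05, in a range from 4.1e-05 to 0.34 over the alternatives). MT-ND4L was called lower in MSssI (−0.26, edgeR adjusted p = 0.047), a call that was lost with upper quartile scaling (0.086), with 10 counts in every library (0.077), with only the groups compared (0.11), without untreated MCviPI mutant replicates 2 (0.11) or 4 (0.061) and without untreated MSssI replicates 1 (0.18), 2 (0.15) or 4 (0.059), in a range from 2.3e-07 to 0.11 over the alternatives. Of the 13 protein genes, 6 were called lower in MCviPI (8 when adjusted over the list alone), with a camera adjusted p of 3.6e-05, which was 0.037 with fry and 0.23 with the estimated correlation, in a range from 4.6e-07 to 0.23 over the alternatives, and 3 of the 35 splits gave a camera p as small. With FFA the camera adjusted p was 0.0014, which was 0.092 with fry and 0.37 with the estimated correlation, in a range from 3.7e-05 to 0.37 over the alternatives, and 3 splits gave one as small. The share of counts on mitochondrially encoded genes was 7.64% ± 0.187 (SD, n = 3) in the untreated MCviPI mutant, 7.65% ± 0.100 (n = 4) in MSssI and 7.00% ± 0.367 (n = 4) in MCviPI.

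Of the mitochondrial tRNA genes, 4 were called higher and 1 lower in untreated MCviPI, while no protein gene was called higher. The calls of MT-TH (0.51, edgeR adjusted p = 0.039) and MT-TS2 (0.91, edgeR adjusted p = 0.048) were not stable. MT-TH was lost with only the groups compared (0.13), after the GC correction (0.083), without untreated MCviPI mutant replicates 1, 2 and 4 (0.051, 0.11 and 0.065) and without untreated MCviPI replicates 1, 2 and 4 (0.058, 0.15 and 0.12), in a range from 0.0034 to 0.13 over the alternatives. MT-TS2 was lost with DESeq2 (0.0505), with only the groups compared (0.18), without untreated MCviPI mutant replicates 2 and 4 (0.10 and 0.18) and without untreated MCviPI replicates 1 and 4 (0.11 and 0.22), in a range from 0.023 to 0.18 over the alternatives. With FFA MT-TH was called (0.61, edgeR adjusted p = 0.0024). MT-TP (position 15956 to 16023 of the mitochondrial genome) had a log2 fold change of 0.63 in untreated cells and of 0.62 with FFA (edgeR adjusted p = 1.6e-08 and 2.2e-09) and MT-TR (10405 to 10469) one of 1.10 and of 0.84 (edgeR adjusted p = 0.0015 and 0.0017). The gene called lower, MT-TN (5657 to 5729), had −0.56 (edgeR adjusted p = 6.1e-04, and −0.60 with 1.5e-04 after the GC correction) and was lower than in MSssI by 0.61 (edgeR adjusted p = 1.1e-04), and with FFA it was at −0.05 and not called (edgeR adjusted p = 0.83). The median of the protein genes, −0.16, argues against a higher share of mitochondrial reads, and 3 of the 4 genes called higher were still called after the GC correction, MT-TP with 0.50, MT-TR with 1.01 and MT-TS2 with 0.92 (edgeR adjusted p = 2.7e-04, 0.0013 and 0.032), which argues against GC content for these 3. MT-TH was not called after it in untreated cells (0.42, edgeR adjusted p = 0.083), but was with FFA (0.63, edgeR adjusted p = 0.0012) and against untreated MSssI (0.97, edgeR adjusted p = 9.1e-06), which argues against GC content as the whole of its rise too. In MSssI, MT-TC (5761 to 5826) was higher by 0.46 in untreated cells and by 0.64 with FFA (edgeR adjusted p = 1.3e-04 and 2.7e-08), and MT-TN, not called in untreated MSssI, was higher by 0.56 with FFA (edgeR adjusted p = 3.5e-04, and 0.60 with 4.7e-05 after the GC correction). These genes are shorter than the sequenced fragments, the libraries were poly-A selected and, by the sample records, non-directional, and reads of longer mitochondrial transcripts that run across them could be counted on them (median of the protein genes −0.16). A change in mitochondrial tRNA processing or in transcript ends stays an untested hypothesis.

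The rise of bile acid genes in untreated MCviPI was compared with the list of secreted hepatocyte proteins. The mean log2 fold changes were 0.13 over 27 bile acid genes and 0.14 over 29 secreted proteins (two-sided permutation test with 100000 resamples, p = 0.863), so that a specific rise of bile acid genes and a rise of hepatocyte genes as a whole cannot be told apart, because both lists rose and their members went both ways. The secreted proteins had a median of 0.05, 7 genes called higher and a camera adjusted p of 1.4e-04 (9.9e-06 to 0.30 over the alternatives), with 8 of the 35 splits giving one as small, and with FFA 14 genes called higher (camera adjusted p = 7.9e-09, lost with the estimated correlation at 0.11, in a range from 1.1e-10 to 0.11 over the alternatives) and 3 splits giving one as small.

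Of the other lists in untreated MCviPI, cluster S4 of Figure 2A had 3 of 4 genes called higher (median 0.66, camera adjusted p = 0.0010), and the 20 proliferation genes were lower with a median of −0.11 and 5 genes called (10 when adjusted over the list alone; camera adjusted p = 5.6e-06, and from 2.5e-07 to 0.18 over the alternatives), with 7 of the 35 splits giving a camera p as small and 5 splits with FFA, where the camera adjusted p of 5.4e-06 was 0.17 with the estimated correlation. The integrated stress response genes (camera adjusted p = 0.37, 2 of 22 called lower) and the interferon-stimulated genes (camera adjusted p = 0.81, 1 of 20 called lower) did not differ. In MSssI the integrated stress response genes were lower by a median of −0.05 (camera adjusted p = 0.0023), a call that was lost with fry (0.11) and with the estimated correlation (0.37).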
